# Mesenchymal stem cells reversibly de-differentiate myofibroblasts to fibroblast-like cells by inhibiting the TGF-β-SMAD2/3 pathway

**DOI:** 10.1186/s10020-023-00630-9

**Published:** 2023-04-25

**Authors:** Ruohao Xu, Miao Wu, Yawen Wang, Chao Li, Lingji Zeng, Yulian Wang, Maozhi Xiao, Xiaomei Chen, Suxia Geng, Peilong Lai, Xin Du, Jianyu Weng

**Keywords:** Mesenchymal stem cell, Fibroblast, Myofibroblast, TGF-β1, De-differentiation

## Abstract

**Background:**

Myofibroblasts (MFB), one of the major effectors of pathologic fibrosis, mainly derived from the activation of fibroblast to myofibroblast transition (FMT). Although MFBs were historically considered terminally differentiated cells, their potential for de-differentiation was recently recognized and implied with therapeutic value in treating fibrotic diseases, for instance, idiopathic pulmonary fibrosis (IPF) and post allogeneic hematopoietic stem cell transplantation bronchiolitis obliterans (BO). During the past decade, several methods were reported to block or reverse MFB differentiation, among which mesenchymal stem cells (MSC) have demonstrated potential but undetermined therapeutic values. However, the MSC-mediated regulation of FMT and underlying mechanisms remained largely undefined.

**Method:**

By identifying TGF-β1 hypertension as the pivotal landmark during the pro-fibrotic FMT, TGF-β1-induced MFB and MSC co-culture models were established and utilized to investigate regulations by MSC on FMT in vitro. Methods including RNA sequencing (RNA-seq), Western blot, qPCR and flow cytometry were used.

**Result:**

Our data revealed that TGF-β1 readily induced invasive signatures identified in fibrotic tissues and initiated MFB differentiation in normal FB. MSC reversibly de-differentiated MFB into a group of FB-like cells by selectively inhibiting the TGF-β-SMAD2/3 signaling. Importantly, these proliferation-boosted FB-like cells remained sensitive to TGF-β1 and could be re-induced into MFB.

**Conclusion:**

Our findings highlighted the reversibility of MSC-mediated de-differentiation of MFB through TGF-β-SMAD2/3 signaling, which may explain MSC's inconsistent clinical efficacies in treating BO and other fibrotic diseases. These de-differentiated FB-like cells are still sensitive to TGF-β1 and may further deteriorate MFB phenotypes unless the pro-fibrotic microenvironment is corrected.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s10020-023-00630-9.

## Introduction

Pulmonary fibrosis is the primary pathological feature of a series of fatal lung diseases such as idiopathic pulmonary fibrosis (IPF) and post allogeneic hematopoietic stem cell transplantation bronchiolitis obliterans (post-HSCT BO) (Verleden et al. 2016; Wang and Yang 2022). Current paradigms assume these diseases initiate from a pathological activation of MFB differentiation and subsequent deposition of extracellular matrix (ECM), which lead to eventual loss of pulmonary function and death. New drugs for pulmonary fibrosis, such as pirfenidone and nintedanib, were reported to slow the progression of lung fibrosis (Wang and Yang 2022; Costabel et al. 2017; Richeldi et al. 2018). However, these drugs have been proven only to delay the progression of the disease but cannot reverse the natural course of eventual respiratory failure. One of the potential explanations for these dismal results may be that existing therapies fail to reverse established fibrosis or eliminate the pro-fibrotic microenvironment in fibrotic tissue (Bargagli et al. 2019). Effective treatment targeting the established fibrosis thereby avoiding lung transplantation is urgently needed.

Myofibroblasts (MFB) are the core effector and the production workshop of extracellular matrix (ECM) in pathological fibrosis (Kuhn and McDonald 1991). Local FMT-derived MFB cells are the main pathological effector cells of BO (Costabel et al. 2017; Bargagli et al. 2019), with a phenotypic change of the FB to express both fibroblastic and smooth muscle lineages markers such as vimentin and a-smooth muscle actin (a-SMA). These cells appear to have contractile properties as well as enhanced capabilities for matrix production over undifferentiated fibroblasts, resulting in extracellular matrix (ECM) deposition and remodeling of the airway, further leading to tissue scar formation, distortion of the bronchiolar structure, and irreversible loss of function (Verleden et al. 2016). Dysregulation of MFB differentiation/transformation, uncontrolled proliferation and escape of apoptosis are important mechanisms of fibrosis (Bargagli et al. 2019; Kuhn and McDonald 1991; Fortier et al. 2021) involved in the occurrence and development of pulmonary fibrosis. Therefore, MFB-targeted therapies may represent a promising strategy for BO (Fortier et al. 2021).

Mesenchymal stem cells (MSCs) display potent immunomodulatory, anti-inflammatory, anti-fibrosis properties and have been widely used in treating fibrotic disease. Zheng et al. revealed that human adipose-derived MSC intravenous administration alleviates obliterative bronchiolitis (Zheng et al. 2017). Several clinical studies have revealed that MSC infusion represents an effective and safe treatment option for post-HSCT BO (Zhou et al. 2010; Chen et al. 2019). Despite the promising results of MSC in treating BO, the duration of MSC-associated efficacies are unsatisfactory. Detailed interactions between infused MSC with residual MFB cells remained largely uninvestigated. According to our previous report, the MSC infusion demonstrated certain efficacies in alleviating skin, mouth, eye and gastrointestinal tract syndromes in patients with refractory chronic graft-versus-host disease. However, no treatment response was seen concerning BO syndromes after the MSC infusion (Weng et al. 2010). Elucidating the MSC-mediated regulatory effects on the FMT process may help elucidate heterogeneous clinical outcomes, thus bringing new strategies in treating BO.

This present study included three major parts of work to address these issues. RNA-seq datasets on fibrotic lung FB samples were extracted to identify central events during the FMT process. MFB induction and umbilical cord-derived MSC (uMSC) co-culture models were then established and utilized to investigate regulations by uMSC on FMT in vitro. At last, RNA-seq, qPCR, Western blot, and flow cytometry were used to investigate intercellular regulations of FMT. Our findings provide cognitive schemas for the uMSC-mediated regulations on FMT, which may help facilitate the utilization of uMSC in treating BO and other lung fibrotic diseases.

## Methods

### Online high-throughput RNA sequencing datasets and data collection

After literature screening, three high-throughput RNA-seq datasets of FB samples from patients with lung fibrosis (IPF) and healthy donors (HD) were downloaded from the National Center for Biotechnology Information (NCBI) GEO database (https://www.ncbi.nlm.nih.gov/geo/) and analyzed. The GSE185492 dataset included 24 lung FB samples from either IPF patients (n = 12) or HD (n = 12). Lung FB samples were further classified as the apex group (n = 12) and base group (n = 12) according to the site where biopsies were performed. Another dataset GSE180415 included 9 primary FB samples from the upper lobe lung from IPF patients (n = 5) and HD (n = 4). To further identify invasive signatures in IPF-FB samples, which were reported to be associated with fibrosis progression (Geng et al. 2019), transcriptomes of both invasive IPF-FB (n = 9) and non-invasive IPF-FB (n = 9) (GSE118933) samples were profiled and analyzed. Details of each online dataset and corresponding sequence platforms were listed (Additional file 1: Table S1).

### Cell culture

MRC-5 normal human lung FB cells were purchased from American Type Culture Collection. FB cells were cultured using DMEM supplemented with 10% fetal bovine serum (FBS) containing 100 units/mL penicillin and 100 ug/mL streptomycin (both from Gibco). For MFB differentiation, FB was serum-starved in FBS-free DMEM overnight and stimulated with 10 ng/mL TGF-β1 (PeroTech, USA) for 48 h to induce MFB differentiation. For transwell co-culture of MFB with uMSC, the adherent TGF-β1-induced MFBs were added with an additional uMSC feeder layer and co-cultured indirectly for 24 h before subsequent RNA-seq and functional assays. According to previous reports, the MFB differentiation is induced time-dependent and remains stable for up to 2–4 days after a single dose of TGF-β1 treatment (Hecker et al. 2011; Vaughan et al. 2000; Thannickal et al. 2003). To simulate the microenvironment where TGF-β1 is persistently elevated in IPF/BO, a TGF-β1 concentration of 10 ng/mL was also maintained in our non-contact transwell co-culture system.

### Cell preparation and RNA-seq

Total RNA of FB, MFB, and FB-like cells were extracted using RNEasy Kit (Qiagen, Germantown, MD). RNA integrity was assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). mRNA was purified from total RNA and fragmented, and cDNA was synthesized. cDNA fragments in 370 ~ 420 bp were extracted, and library fragments were purified with the AMPure XP system (Beckman Coulter, Beverly, USA). After the quality control process, the library preparations were sequenced on an Illumina Novaseq platform, and 150 bp paired-end reads were generated. All experiments were performed in triplication.

### Data analysis

Gene expression matrices of GSE185492 and GSE180415 were obtained from the NCBI GEO database. For GSE118933, fastq files sequencing raw data were downloaded and aligned to the human genome (GRCh38) by HISAT2 (version 2.1.0), and raw counts were calculated (Kim et al. 2015). Differentially expressed genes were calculated by DESeq2 (Love et al. 2014) (R package version: 1.18.1). Genes were determined to be differentially expressed based on an adjusted P-value < 0.05. Unsupervised clustering analysis was performed using facotextra (R package version: 1.05). Heatmaps were plotted using gplots (R packages, version 3.01). Gene set enrichment analysis was performed using eVITTA as described (Cheng et al. 2021). Enriched gene ontology analysis (G.O.) was performed by ClusterProfiler (Yu et al. 2012) (R package version 3.6.0).

### RT-qPCR and Western Blot

Total RNA was extracted using Trizol (Gibco, USA), and cDNA was synthesized using Evo M-MLV RT Kit (Accurate Biotechnology, China) following manufacturers' instructions. Relative gene expression was measured relative to the endogenous gene GAPDH using the delta CT method. The ID and primer sequence of detected genes were listed (Additional file 1: Table S2).

Cell samples were lysed with RIPA buffer (Gibco, USA), and proteins were resolved by SDS-PAGE using gradient gels (4%-20%) and electroblotted onto PVDF membranes es (Millipore, German). Then membranes were probed with rabbit anti-GAPDH (1:1000; Abcam, USA), rabbit anti-α-SMA (1:1000; Abcam, USA), rabbit anti-COL1A1 (1:1000; Abcam, USA), rabbit anti-COL3A1 (1:1000; Abcam, USA) and rabbit anti-fibronectin (1:1000; Abcam, USA) at 4 °C overnight, followed by three rinses with Tris-buffered saline/Tween (TBST) and incubated at a 1:5000 dilution of goat anti-rabbit IgG secondary antibodies (CST, China). GAPDH was used as the loading control.

### Cell viability/proliferation and apoptosis detection

Cell Counting Kit-8 (CCK-8, Beyotime, China) was used to estimate cell viability/proliferation. Resuspended cells were adjusted to 5 × 10^3^/well and laid in 96-well cell culture plates with a 100 μL medium. Then 10 μL of CCK-8 to each well was added and incubated for 2 h. The absorbance of each well was then measured at 450 nm using a microplate reader (Bio-Rad, CA, USA). An Annexin V/PI apoptosis detection kit (Sigma, USA) was used for apoptosis detection. A flow cytometry (FACS Canto II; B.D. Biosciences, San Jose, CA, USA) was used to determine the population and apoptosis rate. Cells were resuspended in Hank's balanced saline solution supplemented with 2% FBS and 0.1 mM EDTA. According to the manufacturer's protocol, the apoptosis rates were quantified by staining cells with FITC-Annexin V and PI in the dark at room temperature.

### Statistics

Data are displayed as mean ± SEM. All experiments were performed at least three or more times. Student's t-test (2-sided) was used to compare the two groups' differences. One-way or 2-way ANOVA analysis followed by the Turkey-Kramer test was utilized for multiple comparisons. Statistically, significance was set at P < 0.05. GraphPad Prism 7.0 software and R were used for statistical analysis.

## Results

### Identification of transcriptomic signatures in pro-fibrotic FB from patients with lung fibrosis

MFB originates predominantly from FB through the activation of fibroblast-myofibroblast transition (FMT) (Saito et al. 2018). However, molecular and functional regulations in FMT remained poorly investigated. By analyzing RNA-seq datasets of patient-derived FB samples from patients with lung fibrosis (IPF) and healthy donors (HD), we first identified the pathogenic signatures of FB under a pro-fibrotic transformation (Fig. 1, Additional file 1: Table S1). Unsupervised principal component analysis (PCA) revealed a major transcriptomic inconsistency among pro-fibrotic FB samples and normal samples (GSE185492) (Fig. 2A). Similar transcriptomic inconsistency was also captured in pro-fibrotic FB samples from another anatomical lung site (GSE180415) (Fig. 2C). By performing gene expressing analysis using a cutoff threshold of Padj value < 0.05 and log^2^foldchange > 0.5, a total of 163 differentially expressed genes (DEGs) were identified in IPF-FB from the basal lung site (78 up-regulated and 85 down-regulated) (Fig. 2B). Meanwhile, 639 DEGs (269 up-regulated and 370 down-regulated) were identified in IPF-FB from the upper lobe lung site (Fig. 2D). In accordance with the HRCT (high-resolution CT) based categories, which indicate limited involvement in the apex IPF lung site (Raghu et al. 2022), little difference was found between IPF-FB and HD-FB in the apex lung site, with only 8 DEGs identified (data not shown).

**Fig. 1:**
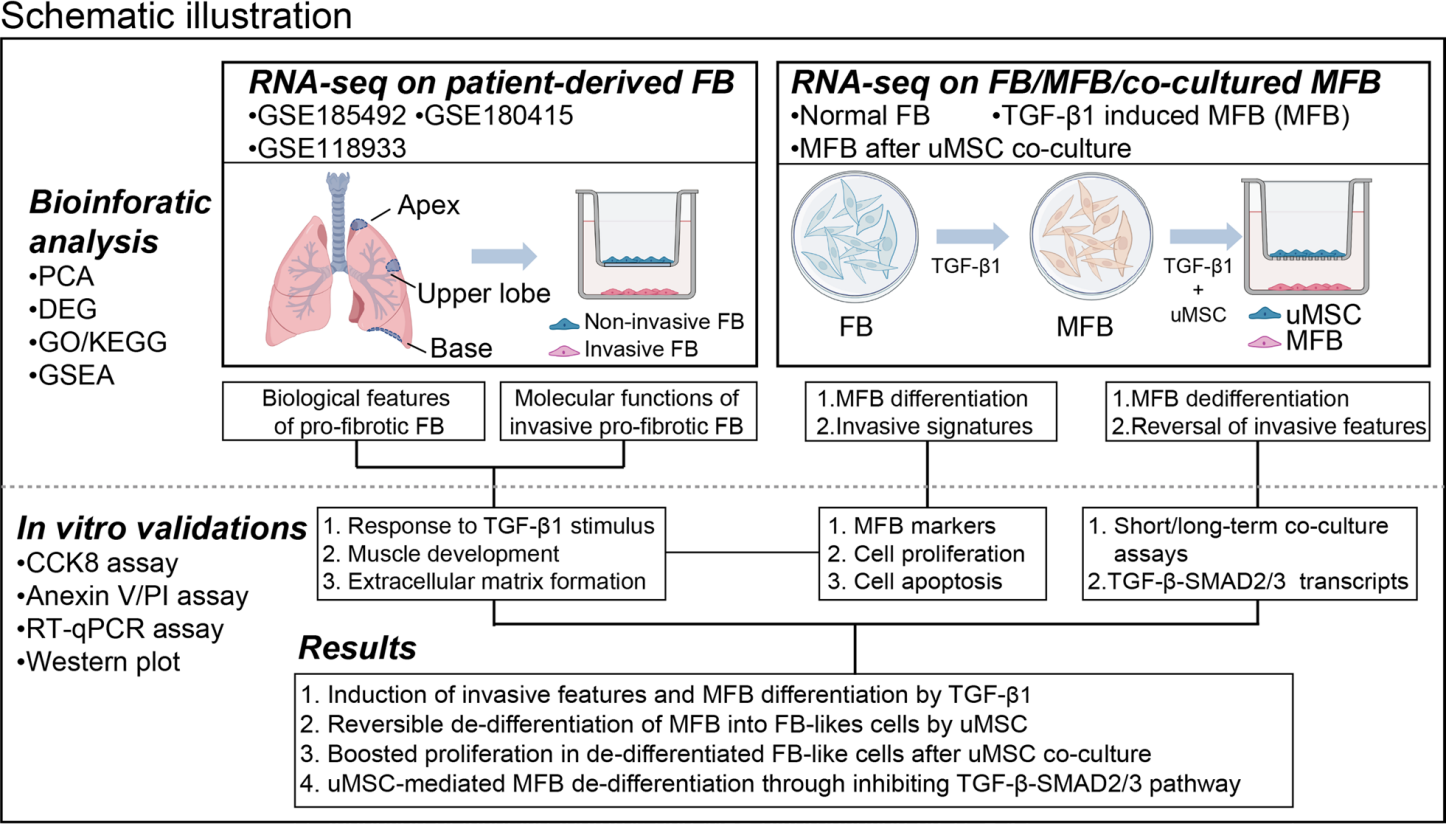
Schematic illustration of the present study. *PCA* principal component analysis, *DEG* differential expressed gene, *GO* gene ontology analysis, *KEGG* Kyoto Encyclopedia of Genes and Genomes Atlas, *GSEA* gene set enrichment analysis, *RNA-seq* RNA sequencing, *uMSC* Umbilical cord-derived mesenchymal stem cells, *TGF-β1* transforming growth factor-β1, *FB* fibroblast, *MFB* myofibroblast

**Fig. 2:**
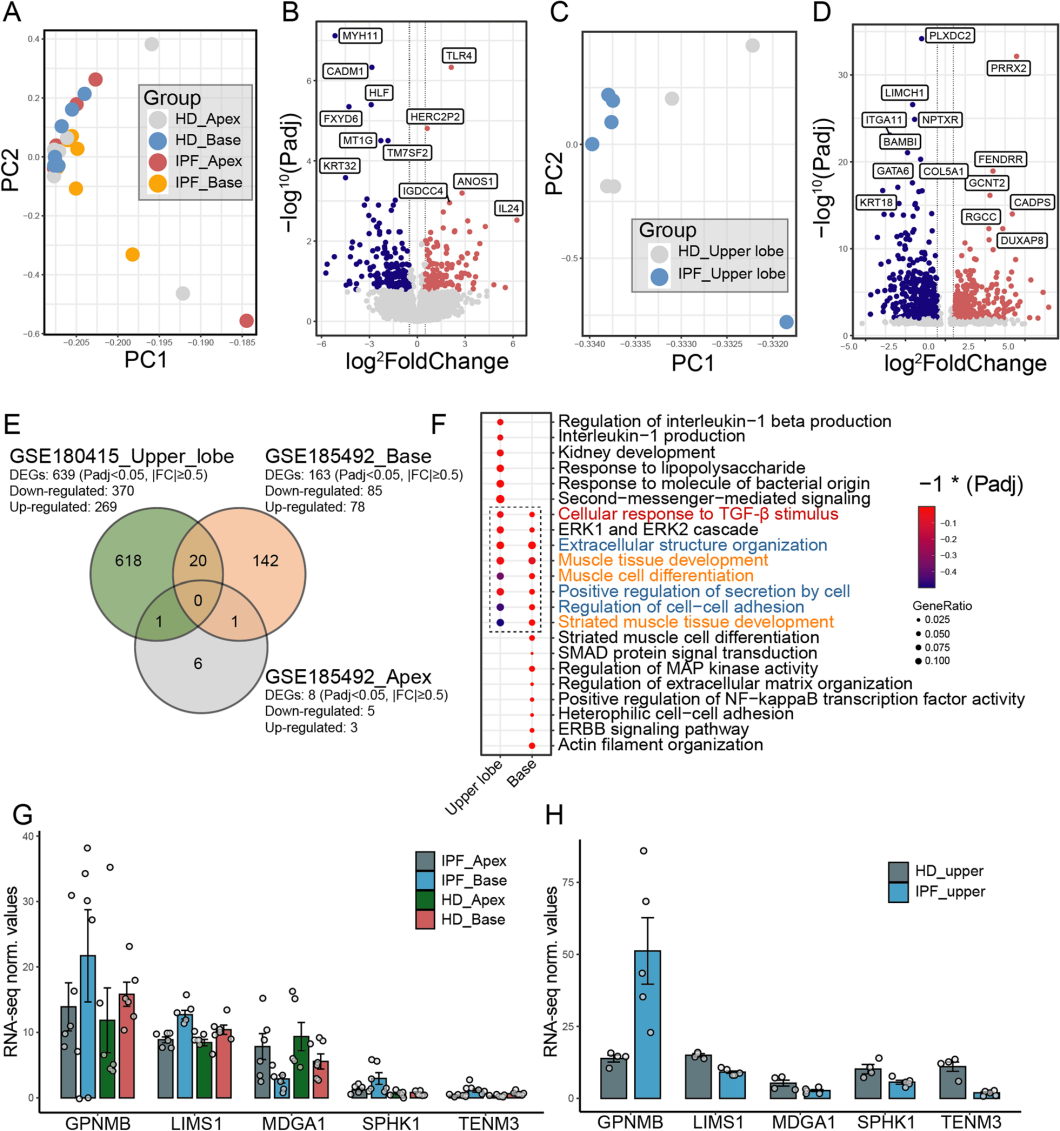
Identifications of transcriptomic profiles of lung FB samples from patients with IPF and healthy donors (HD). **A** Principal component analysis on IPF/HD-derived FB samples from the apex (n = 12) and basal lung sites (n = 12, GSE185492). **B** Volcano plot displaying identified DEGs in IPF-FB compared with HD-FB from the basal lung site (GSE185492) by log2 foldchange (x-axis) and adjust P-value (y-axis). Blue dots represent DEGs significantly down-regulated; red dots represent DEGs significantly upregulated; grey dots represent genes not significantly regulated. **C** Principal component analysis on IPF/HD-derived FB samples from the upper lobe lung site (n = 9, GSE180415). **D** Volcano plot displaying identified DEGs in IPF-FB compared with HD-FB from the upper lobe lung site (GSE180415) by log2 foldchange (x-axis) and adjust P-value (y-axis). Blue dots represent DEGs significantly down-regulated; red dots represent DEGs significantly upregulated; grey dots represent genes not significantly regulated. **E** Venn diagrams depicting the number of DEGs specifically or mutually regulated in IPF-FB samples from different lung anatomical sites. **F** Enriched analysis by EGO using DEGs identified in IPF-FB samples from upper lobe lung and basal lung sites. **G**, **H** RNA-seq expression normalized value (fragments per kilobase of exon model per million mapped fragments, FPKM) for transcripts encode for genes related to response to TGF-β1 stimulus and muscle tissue development in each RNA-seq dataset

To ensure the accuracy and sensitivity of the analysis, subsequent bioinformatics analysis was performed exclusively using FB samples from the basal and upper lobe lung sites. Among identified DEGs in IPF-FB from each dataset, only 20 DEGs were shared by IPF-FB from the basal lung (3.1%) and upper lobe lung (12.3%), and none of the DEGs were mutually identified in all three lung sites (Fig. 2E). Those shared DEGs identified in IPF-FB samples mainly indicated invasive signatures in fibrotic diseases (GPNMB, TENM3) (Palisoc et al. 2022; Athwal et al. 2018; Murakami et al. 2010), cell focal adhesion (LIMS1) (Sandfort et al. 2010; Stanchi et al. 2009), cell cycle (MDGA1) (Lu et al. 2008), and angiogenesis (SPHK1) (Wang et al. 2021) (Fig. 2G, H). Based on the DEGs sets, 49 and 21 EGO (enriched gene ontology) terms were enriched in IPF-FB from the upper lobe and basal lung sites (Padj < 0.05), while no term was enriched in IPF-FB from the apex lung site (Fig. 2F). These EGO terms mainly reflected the enrichment of cellular functions, including muscle tissue development (Fig. 2F, orange) and ECM remodeling (Fig. 2F, blue). Previous studies emphasize the pivotal role of TGF-β1 in initiating and maintaining MFB and fibrosis (Saito et al. 2018; Aschner and Downey 2016). Similar to these reports, our analysis also revealed a prominent signature reflecting a cellular response to TGF-β1 (Fig. 2F, red), which underlined the potential contributions of TGF-β1 to FMT pathological signatures observed.

### TGF-β1 induced invasive signatures and initiated MFB differentiation in normal FB

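RNA-seq of MRC-5 cells, an established line of normal human lung FB, covered 3 libraries of untreated FB and 3 libraries of MFB. FB were kept without TGF-β1, and MFB were stimulated with 10 ng/mL of TGF-β1 for 48 h. The paper describes overnight serum starvation before TGF-β1 and does not state whether the untreated FB were starved too. A difference in serum between FB and MFB, if there was one, is not separated from TGF-β1 in these libraries. The authors deposited the number of reads counted on each gene of each library, without normalization, and FPKM values made from these counts. Between 15130274 and 16715528 reads per FB library were counted on genes, with a median of 16553085. For MFB, the libraries held between 17782475 and 23856876 counted reads, with a median of 19076577. Genes are listed by Ensembl identifier and the genome build is not stated in the files, so symbols, positions and exon GC content were taken from the GENCODE v44 annotation of GRCh38. Its exon lengths lay within 1% of the lengths behind the FPKM values for 88.5% of 14529 tested genes. Genes with low counts were removed by edgeR's filterByExpr, which left 14661 genes for testing. Counts were normalized by edgeR's TMM method and compared in a single fit of all libraries, in which co-cultured MFB formed a group of their own. DEGs were genes with a Benjamini-Hochberg adjusted P-value below 0.05 and an absolute log2 foldchange of at least 0.5, the thresholds printed in Fig. 3D. Differences between replicates exceeded the counting noise, with a chi-square per degree of freedom from 3.57 to 9.11 between FB libraries. The same measure was 2.79 between MFB replicates 1 and 2, and 26.8 and 30.2 between these and MFB replicate 3.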

To evaluate the impacts of identified pro-fibrotic factor TGF-β1 on the cellular functions and transcriptomes of normal lung FB, MRC-5 human lung FB cells were treated with TGF-β1 or DMSO for 48 h and subjected to RNA-seq (Fig. 3A). The TGF-β1 treatment resulted in 2353 DEGs (1164 up-regulated and 1189 down-regulated) in normal FB (Fig. 3B). 

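In the deposited counts, 7545 genes passed both thresholds in MFB compared with FB, 3808 of them up-regulated and 3737 down-regulated. Requiring an absolute log2 foldchange of at least 1.5 moved this number most, to 1477 DEGs. With each library left out in turn, between 7036 and 7727 genes passed. Among DEGs with a mean of at least 100 counts, HMCN1 (ENSG00000143341, chromosome 1 of GRCh38, 185734391 to 186190949) rose most. Its log2 foldchange was 4.10 (standard error 0.18, adjusted P-value 1.53e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 26 to 35 counts in FB libraries and 542 to 820 in MFB libraries. BDNF-AS (ENSG00000245573) and CCDC144A (ENSG00000170160) followed with log2 foldchanges of 3.61 and 3.38, all 3 MFB libraries above all 3 FB libraries. BDNF-AS shares 9.48% of its exon bases with genes on the opposite strand, and CCDC144A shares 32.6% with a gene on its own strand. SRXN1 (ENSG00000271303) fell by 4.99 on the log2 scale, but 90.7% of its exon bases also belong to an overlapping gene. CUTA (ENSG00000112514) fell by 3.53 with a standard error of 1.00, and its counts ranged from 26 to 496 across the MFB libraries; without MFB replicate 1 its log2 foldchange was -6.12. RPS2P46 (ENSG00000189343), a processed pseudogene of a ribosomal protein gene labelled in Fig. 3B, fell by 3.46. VCAN and FBN1, also labelled there, rose by 2.38 and 2.29, and TRNP1 fell by 2.63. The 5 genes labelled in Fig. 3B went both ways, and as a set they had an adjusted P-value of 0.572 from limma's camera test with Benjamini-Hochberg adjustment (median log2 foldchange 2.29). Across genes, which are not independent replicates, the log2 foldchange followed the GC content of the exons with a Spearman correlation of -0.517 (14646 genes). It followed the gene length with a Spearman correlation of 0.384 (14543 genes). When a smooth trend on GC content was removed from each library, 5906 genes passed, and 4451 of them were DEGs of the same direction without that step.

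**Figure D1:**
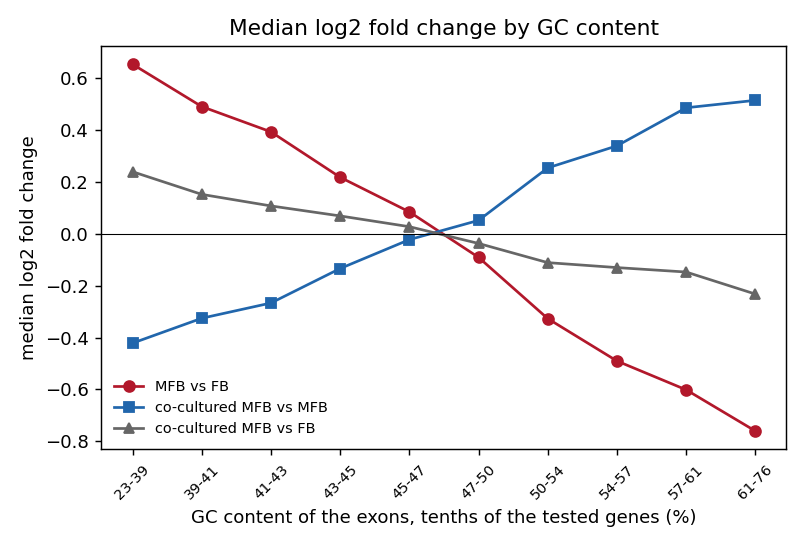
Median log2 foldchange (y-axis) of the tested genes in 10 groups of increasing exon GC content in percent (x-axis), for MFB vs. FB, co-cultured MFB vs. MFB and co-cultured MFB vs. FB. For MFB vs. FB, the median falls from 0.65 in the group with the lowest GC content to -0.76 in the group with the highest, and for co-cultured MFB vs. MFB it rises from -0.42 to 0.51.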

Similar to that seen in FB samples derived from patients with lung fibrosis, these TGF-β1-treated FB cells displayed initiation of MFB differentiation and ECM remolding (Fig. 3E, red).

**Fig. 3:**
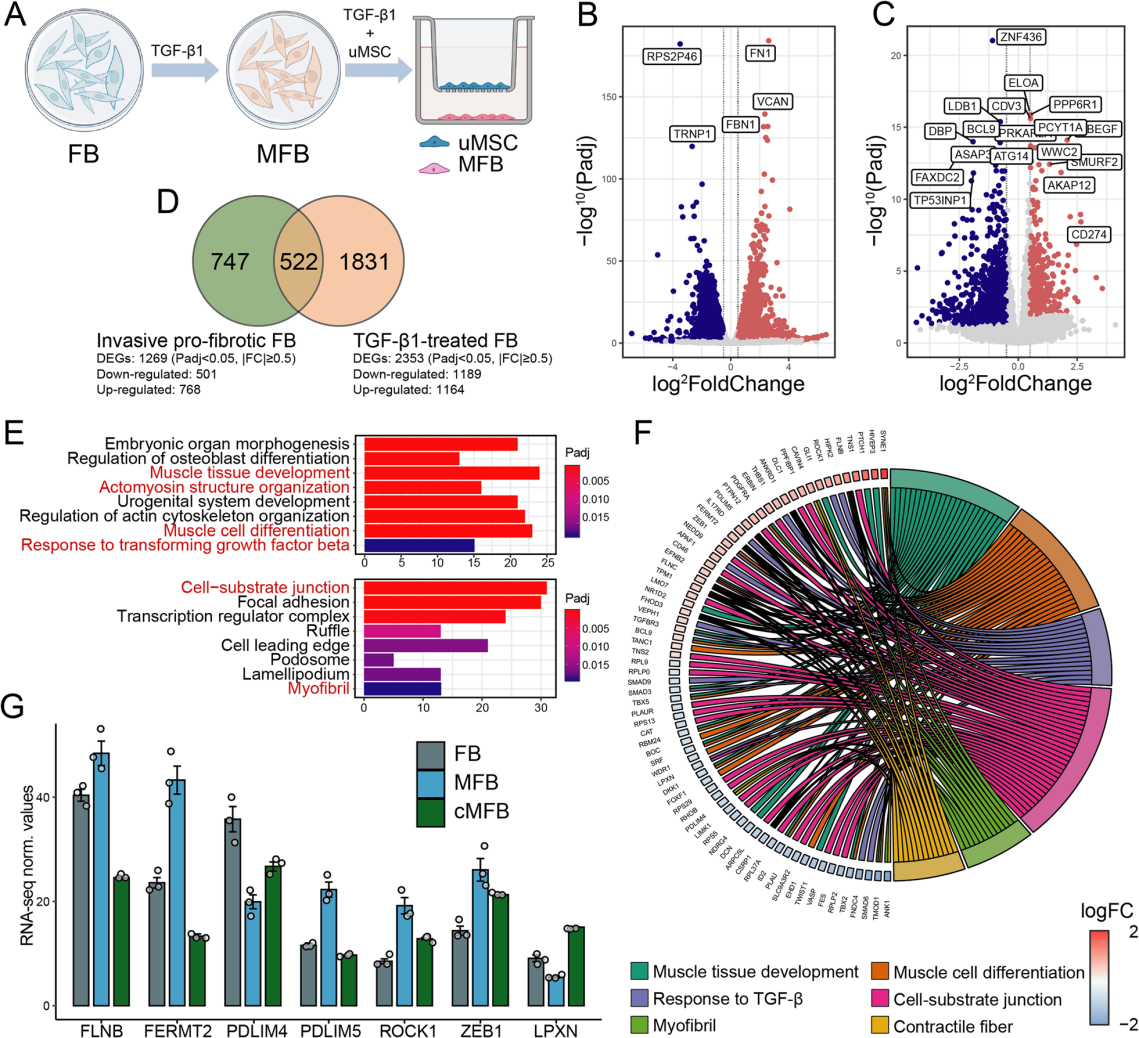
In vitro administration of TGF-β1 induced invasive IPF-FB signatures in normal lung FB samples. **A** Schematic representation of in vitro TGF-β1 induction and subsequent uMSC co-culture models. Normal lung FB was treated with ether 10 ng/mL of TGF-β1 or DMSO before being subjected to subsequent RNA-seq and in vitro assays. **B** Volcano plot displaying identified DEGs in MFB compared with untreated FB by log2 foldchange (x-axis) and adjust P-value (y-axis). **C** Volcano plot displaying identified DEGs in invasive IPF-FB (n = 9) compared with non-invasive IPF-FB (n = 9, GSE118933) by log2 foldchange (x axis) and adjust P value (y axis). **D** Venn diagrams depicting the number of DEGs specifically or mutually regulated in invasive IPF-FB and MFB samples. **E** Enriched gene ontology analysis (EGO) concerning biological process (BP), molecular function (MF), and cellular component (CC) of DEGs identified in MFB (MFB vs. FB). **F** Circos plot displaying the most significantly enriched EGO terms and related DEGs participating in each process. Symbols of DEGs are displayed on the left side of the graph with their fold change value mapped by color (red represents up-regulation and blue represents down-regulation). **G** RNA-seq expression normalized value (FPKM) for transcripts encode for genes related to TGF-β signaling, muscle/fibrin development in FB, iMFB, and co-cultured MFB

Interestingly, TGF-β1 also readily induced pathological invasive transcriptomes, which could be seen in that patient-derived invasive fibrotic FB samples. By comparing transcriptomes in invasive FB samples from the GSE118933 dataset (Fig. 3C), up to 41.1% (522/1269) of DEGs identified in invasive IPF-FB were simultaneously induced by TGF-β1 in normal FB samples (Fig. 3D). The most significantly enriched EGO terms and foldchanges of these overlapped DEGs were indicated activations in functions including "contractile fiber" (GO:0043292), "myofibril" (GO:0030016), and "cell-substrate junction" (GO:0030055) in TGF-β1-treated FB (Fig. 3F). 

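The circos plot of Fig. 3F names 72 genes, which the study chose on these libraries and on datasets of patient-derived FB that were not analysed here. In the deposited counts of FB and MFB, 34 of them were up-regulated and 38 down-regulated past both thresholds. The number was also 72 when adjusted over the list alone, which is not independent evidence, since the genes were chosen as DEGs. Their log2 foldchanges in MFB compared with FB ranged from -1.94 to 2.45, with a median of -0.54. Tested as a set against the other genes, they showed no shared direction, with an adjusted P-value of 0.724 from limma's camera test with Benjamini-Hochberg adjustment.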

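For genes of TGF-β1 signaling and of muscle and fibrin development, the deposited FPKM values were averaged over the 3 libraries of each group. ROCK1 (ENSG00000067900, chromosome 18 of GRCh38, 20944612 to 21111813) rose from 8.52 ± 0.817 FPKM (SD, n = 3) in FB to 19.2 ± 2.72 FPKM (SD, n = 3) in MFB. FERMT2 (ENSG00000073712, chromosome 14, 52857268 to 52952435) rose from 23.6 ± 1.72 FPKM to 43.3 ± 4.67 FPKM. PDLIM5 (ENSG00000163110, chromosome 4, 94451857 to 94668227) rose from 11.6 ± 0.819 FPKM to 22.3 ± 2.51 FPKM. In the counts, the log2 foldchanges in MFB compared with FB were 1.18 for ROCK1, 0.88 for FERMT2 and 0.95 for PDLIM5, with standard errors of 0.09, 0.08 and 0.09. The adjusted P-values of these 3 genes lay between 1.1e-07 and 5.89e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and each gene was higher in all 3 MFB libraries than in all 3 FB libraries. ZEB1 rose by 0.86, whereas PDLIM4 and LPXN, also drawn in Fig. 3G, fell by 0.84 and 0.71. These 6 genes passed the thresholds over all genes tested, which is not independent evidence because the study chose them on these libraries. The rises of FERMT2 and PDLIM5 dropped below the threshold on the foldchange when GC trends were removed, to 0.32 and 0.38, and ROCK1 did so at 0.37 when GC and length trends were removed together. PDLIM5 also dropped to 0.44 when only length trends were removed. The other 3 genes lost the threshold as well. ZEB1 had 0.47 and PDLIM4 -0.23 with GC trends removed, and 0.28 and -0.081 with both trends removed. LPXN had -0.25 with length trends removed and -0.34 with both.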

Following these EGO terms, up-regulated expression of TGF-β1 signaling transcripts (Turner et al. 2019; Baudier et al. 2018; Zheng et al. 2022) (FLNB, 1.51-foldchange; ROCK1, 1.17-foldchange) and muscle/fibrin development (Karlsen et al. 2022; Yan et al. 2021) (FERMT2, 0.87-foldchange; PDLIM5, 0.94-foldchange) were validated by fragments per kilobase of exon model per million mapped fragments (FPKM) (Fig. 3G). Therefore, these results suggested that TGF-β1 may confer an invasive transcriptomic phenotype in normal FB.

To more precisely annotate biological entities induced by TGF-β1, gene set enrichment analysis (GSEA) was performed and revealed identical enrichment of smooth muscle contraction and pathological muscle tissue development (Fig. 4A, B). A significant up-regulation of established MFB markers (Fortier et al. 2021; Saito et al. 2018; Aschner and Downey 2016), including ACTA2 (0.5-foldchange up-regulated), COL1A1 (2.55-foldchange up-regulated), COL3A1 (0.61-foldchange up-regulated) and FN1 (2.64-foldchange up-regulated) was seen in TGF-β1-treated FB and was validated by RT-qPCR and Western blot assays (Fig. 4D–F). These findings provided a rationale for the administration of TGF-β1 to initiate MFB differentiation in normal FB. They could be utilized as a model for further studies on the regulatory effects of uMSC on FMT.

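In read counts scaled to the size of the library (CPM), ACTA2 (ENSG00000107796, chromosome 10 of GRCh38, 88935074 to 88991339) had 317 ± 35.3 (SD, n = 3) in FB and 451 ± 106 (SD, n = 3) in MFB. Its log2 foldchange was 0.51 (standard error 0.14, adjusted P-value 0.00524 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the values of the 2 groups overlapped. ACTA2 lost the threshold on the foldchange in 10 of 22 refits with other settings, in which it ranged from 0.35 to 0.88. Among these were the refits without FB replicate 1 or 2 and without MFB replicate 1 or 2, the lowest at 0.38. It shares 36% of its exon bases with genes on the opposite strand. COL1A1 (ENSG00000108821, chromosome 17, 50184101 to 50201632) rose from 3284 ± 135 CPM to 19370 ± 2450 CPM, a log2 foldchange of 2.56 (standard error 0.09, adjusted P-value 3.3e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COL3A1 (ENSG00000168542, chromosome 2, 188974373 to 189012746) rose from 1211 ± 71.1 CPM to 1859 ± 32.3 CPM, a log2 foldchange of 0.62 (standard error 0.07, adjusted P-value 2.11e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). When length trends were removed, COL3A1 rose by 0.48 and no longer passed the threshold. FN1 (ENSG00000115414, chromosome 2, 215360440 to 215436073) rose from 6836 ± 386 CPM to 42818 ± 2480 CPM, a log2 foldchange of 2.65 (standard error 0.08, adjusted P-value 1.13e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For COL1A1, COL3A1 and FN1, each MFB library lay above each FB library. All 4 genes passed the thresholds over all genes tested, and all 4 did so adjusted over the list alone. As a set, the 4 markers were higher in MFB than the other genes, with an adjusted P-value of 0.0142 from limma's camera test with Benjamini-Hochberg adjustment (median log2 foldchange 1.59). From the up-regulation of these markers, the paper reasons that TGF-β1 can be given to normal FB to start MFB differentiation.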

**Fig. 4:**
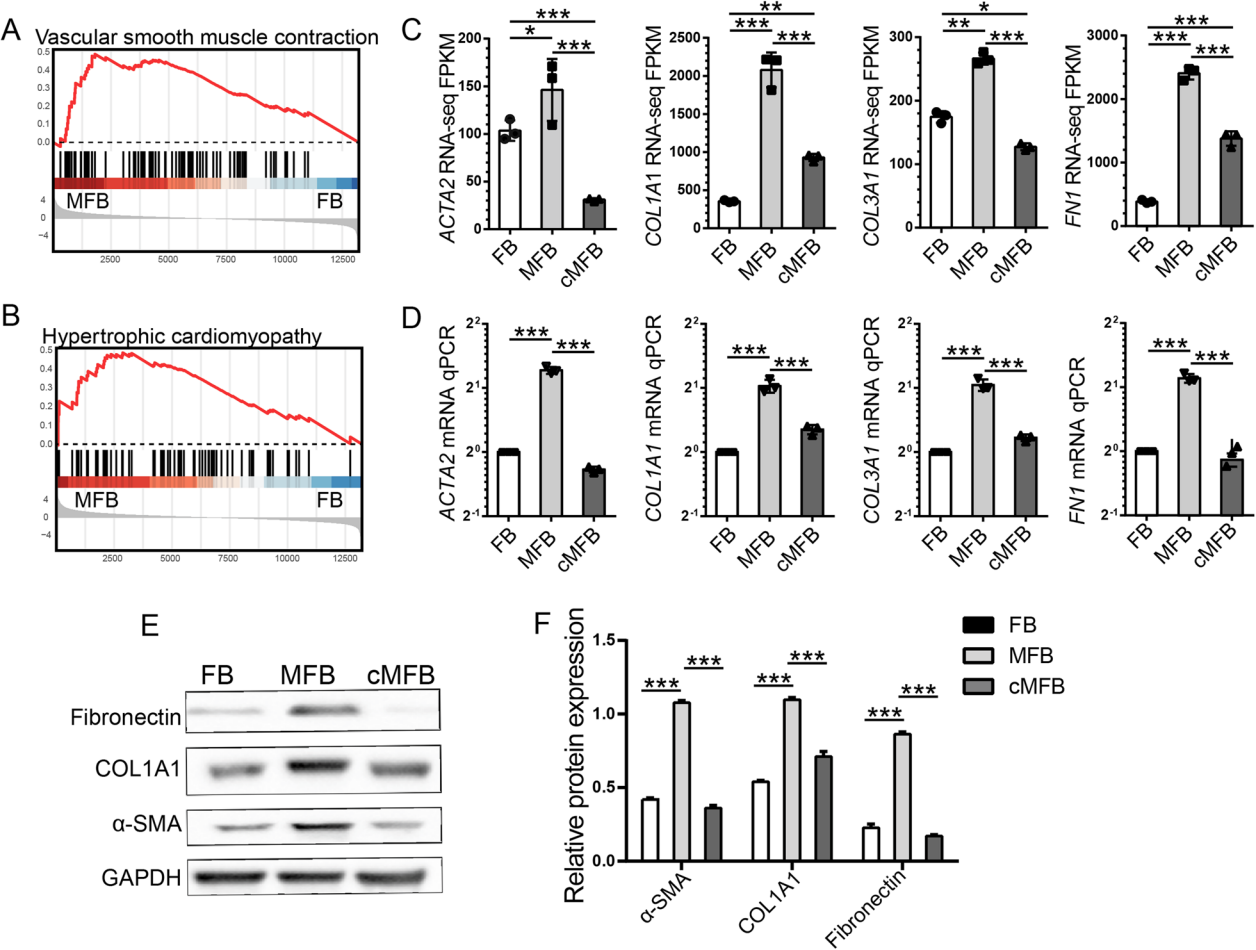
Co-culturing with uMSC inhibited TGF-β-induced expression of MFB-specific markers. **A**, **B** Gene set enrichment analysis (GSEA) indicates activation of vascular smooth muscle contraction and hypertrophy cardiomyopathy functions in TGF-β1-induced MFB. **C**, **D** RNA-seq gene expression (FPKM) and qPCR validations for MFB markers, including *ACTA2* (encoding for a-SMA), *COL1A1*, *COL3A1,* and *FN1* in FB, MFB, and co-cultured MFB samples. **E**, **F** Western blot assays on fibronectin, COL1A1, and a-SMA proteins in FB, MFB, and co-cultured MFB samples. FPKM, fragments per kilobase of exon model per million mapped fragments. * < 0.05; **P < 0.01; ***P < 0.001

### Short-term co-culturing of MFB with uMSC led to reversible de-differentiation into FB-like cells

To investigate potential uMSC-mediated regulatory effects on the pro-fibrotic FMT, non-contact transwell co-culture assays of MFB with uMSC were performed. The MFB differentiation is induced time-dependent and remains stable for up to 2–4 days after a single dose of TGF-β1 treatment (Hecker et al. 2011; Vaughan et al. 2000; Thannickal et al. 2003). To simulate the microenvironment where TGF-β1 is persistently elevated in IPF/BO, TGF-β1 at the concentration of 10 ng/mL was also maintained in our MFB-MSC non-contact transwell co-culture system (Fig. 3A).

Samples of normal FB (n = 3), MFB (n = 3) and co-cultured MFB (n = 3) were harvested and then subjected to high-throughput RNA sequencing (RNA-seq) and functional assays. 

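The libraries of co-cultured MFB held between 16385444 and 17154884 reads counted on genes, with a median of 16796251. These cells were MFB that received 48 h of TGF-β1 and then spent 24 h in non-contact transwell co-culture with uMSC, with TGF-β1 maintained. MFB kept alone for the same additional 24 h were not analysed here, so the effect of the feeder layer and that of the additional time are not separated in these libraries. Their counts were part of the fit that gave the DEGs of MFB, with the same thresholds. The chi-square per degree of freedom between replicates of co-cultured MFB was from 2.83 to 5.54. Compared with MFB, 5190 genes were DEGs in co-cultured MFB, 2954 of them up-regulated and 2236 down-regulated. With each library left out in turn, this number ranged from 4412 to 5603. The largest fall among genes with a mean of at least 100 counts was that of ACTC1 (ENSG00000159251), by 5.78 on the log2 scale, to between 1 and 6 counts per library of co-cultured MFB. B3GALT2 (ENSG00000162630) fell by 3.87. The largest rises were those of RN7SL1 (ENSG00000276168), which had at most 4 counts in any MFB library, and of THBD (ENSG00000178726), which had at most 8. SRXN1, whose reads are shared with the gene that overlaps it, rose by 4.65.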

We first used flow cytometry to investigate the expression of surface antigens of those untreated FB, MFB and FB-like cells. Results indicated that those FB, MFB and co-cultured MFB samples shared a similar expression of mesenchymal-associated surface antigens at the protein level (Additional file 1: Fig. S1), which collaborates with previous reports (Hajizadeh-Tafti et al. 2022; Lupatov et al. 2015). Since MSC is a group of cellular properties with secretory functions and shares a common mesenchymal origin with FB and MFB, we next sought to investigate the potential assimilation effect on the co-cultured MFB. 

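Transcripts associated with MSC were compared between MFB and co-cultured MFB, and libraries of MSC were not analysed here. Of the 12 transcripts drawn in Fig. S2, 11 were tested, and BGLAP had at most 6 counts in any library. Compared with MFB, 4 were up-regulated and 4 down-regulated past the thresholds in co-cultured MFB. NT5E (ENSG00000135318), which encodes CD73, rose by 0.72 (standard error 0.07, adjusted P-value 9.33e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 651 ± 26.2 CPM (SD, n = 3) to 1075 ± 3.81 CPM (SD, n = 3). ALPL rose by 1.14 and KITLG by 0.50, and KITLG lost the threshold in 8 of 22 refits with other settings, among them those without replicate 1 or 2 of MFB or of co-cultured MFB (lowest 0.41). NGFR had at most 3 counts in any MFB library and between 22 and 40 counts in the libraries of co-cultured MFB. CXCL12 (ENSG00000107562) fell by 1.43 (standard error 0.07, adjusted P-value 2.16e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 106 ± 4.72 CPM to 39.4 ± 0.483 CPM. ANGPT1, PDGFRB and ALCAM fell by 1.28, 0.88 and 0.62, and ALCAM lost the threshold in 4 refits. RUNX2 fell by 0.46, which passed the threshold on the foldchange only without MFB replicate 2 (-0.504). THY1 and ENG, which encode CD90 and CD105, rose by 0.18 and 0.29, below the threshold, and both fell by 0.20 when GC trends were removed. Without MFB replicate 3, the rises were 0.100 and 0.14. Against other genes, these 11 transcripts showed no shared direction, with an adjusted P-value of 0.733 from limma's camera test with Benjamini-Hochberg adjustment. Their median log2 foldchange was 0.18, with 0.10 without MFB replicate 3 and -0.20 when GC trends were removed. The companion test fry, which does not compare the list with other genes, called the list lower, with an adjusted P-value of 0.00106.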

After directly comparing the transcriptomes of co-cultured MFB with our previously published data of normal MSCs (Xu et al. 2021), our results ruled out the potential assimilation effect by confirming the lack of expression of MSC-specific transcripts in these co-cultured cells (Additional file 1: Fig. S2).

Next, unsupervised principal component analysis (PCA) was performed. As expected, huge transcriptomic heterogeneity was revealed between normal FB and MFB. 

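PCA was computed on log2 CPM of all tested genes, with a prior count of 2. The first component (PC1) held 49.8% of the variance and the second (PC2) 31.2%. On PC1, the FB libraries lay between -62.1 and -47.7, and the MFB libraries between 45.6 and 64.4. The Euclidean distance between the means of FB and MFB was 108 log2 units over all tested genes. Single libraries lay 29.0 units on average from the mean of their own group in FB and 30.0 units in MFB.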

Interestingly, co-culturing with uMSC significantly diminished this transcriptomic heterogeneity. Altered transcriptomes committed by TGF-β1 treatment in MFB were largely rescued by uMSC, resembling that observed in untreated FB samples (Fig. 5A). 

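The libraries of co-cultured MFB lay between 0.729 and 4.22 on PC1, between those of FB and MFB. On PC2 they lay between -51.0 and -48.7, apart from all libraries of FB and MFB, which lay between 21.7 and 33.2. The distance from FB to co-cultured MFB was 93.2 log2 units, and that from MFB to co-cultured MFB was 90.7. Co-cultured MFB lay 74.4 log2 units off the line from FB to MFB. The distance from FB to co-cultured MFB was thus 0.863 times that from FB to MFB. Single co-cultured libraries gave ratios from 0.879 to 0.904 (SD over the 3 libraries 0.0132), and fits without 1 library gave 0.839 to 0.903. Over the 500 genes with the largest variance this ratio was 1.05, the alternative that moved it most. In simulated libraries, the ratio was 1.00 for a co-culture without effect and 0.238 for a co-culture with the expression of FB. It was 0.548 for a co-culture in which every gene kept a share of 0.507 of its change from FB to MFB. Over the DEGs of MFB, the median share of the log2 foldchange that remained in co-cultured MFB was 0.507 (SD 0.0164). The alternative that moved this share most was the removal of GC trends, which gave 0.613. Of the DEGs of MFB, 3926 did not differ from FB past the thresholds in co-cultured MFB, 3399 still differed in the same direction and 220 differed in the opposite direction.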

Myofibril assembly represents a characteristic function of MFB, while the activity of this function is inhibited in normal FB (Rodriguez et al. 2019). 

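The 45 genes drawn in Fig. 5B were all tested in the libraries of FB, MFB and co-cultured MFB. In MFB compared with FB, 30 were up-regulated and 13 down-regulated past the thresholds, and 43 passed adjusted over the list alone. The way these genes were chosen is not given in the paper's text, so this number is not taken as independent evidence. After co-culture, 40 of the 45 were DEGs of the opposite direction, 28 up-regulated in MFB and then down-regulated and 12 the other way round. Adjusted over the list alone, 41 genes differed between co-cultured MFB and MFB. All 45 changed with opposite signs in the 2 comparisons. ANKRD1 (ENSG00000148677) rose by 1.04 on the log2 scale in MFB and fell by 3.67 after co-culture, from 13.9 ± 0.992 CPM (SD, n = 3) to 1.10 ± 0.371 CPM (SD, n = 3). SYNPO2 (ENSG00000172403) rose by 1.20 and then fell by 3.17. KRT19 (ENSG00000171345) fell by 2.16 in MFB and rose by 1.96 after co-culture. ALDOA showed the largest fall in MFB, by 2.88, but shares 42.8% of its exon bases with other genes on its strand. As a set, the 45 genes were lower in co-cultured MFB than in MFB, with an adjusted P-value of 0.00012 from limma's camera test with Benjamini-Hochberg adjustment (median log2 foldchange -0.70). Since the way the genes were chosen is unknown, this test is not taken as independent evidence either. All 27 of the 72 set tests that camera called were also called by fry. With GC trends removed, 25 of the 45 genes were reversed, and with GC and length trends removed together, 22.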

Illustrated by an unsupervised clustering heatmap of 45 gene-panel involved in myofibril assembly, most up-/down-regulated genes observed in MFB samples were significantly rescued after co-culturing with uMSC. Being preferentially clustered with FB samples, these co-cultured MFB cells resembled normal FB (Fig. 5B). However, our further analysis revealed that these FB-like cells still showed certain differences at the transcriptome level compared with untreated FB (Additional file 1: Fig. S3). Therefore, these data revealed that uMSC de-differentiates TGF-β1-induced MFB into a group of FB-like cells.

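Complete-linkage hierarchical clustering of the 9 libraries on the centred log2 CPM of these 45 genes placed co-cultured MFB with FB when 2 clusters were formed. With 3 clusters, FB, MFB and co-cultured MFB were each separate. Over these genes, the distance from FB to co-cultured MFB was 0.586 times that from FB to MFB. Of the 45 genes, 13 differed between co-cultured MFB and FB past the thresholds, 10 of them lower and 3 higher in co-cultured MFB, and 13 did so adjusted over the list alone.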

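Compared with untreated FB, 5138 genes were DEGs in co-cultured MFB, 2935 of them up-regulated and 2203 down-regulated. Between 4748 and 5421 genes passed with each library left out in turn. All 51 genes labelled in Fig. S3A passed the thresholds, 21 of them up-regulated and 30 down-regulated, as they did adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. Their median log2 foldchange was -1.73, with an adjusted P-value of 0.0838 for the set from limma's camera test with Benjamini-Hochberg adjustment. On log2(FPKM + 1) the set was called lower, with an adjusted P-value of 0.0249 from camera (0.0249 to 0.197 over all settings tried). Of the MFB markers, ACTA2 was lower than in FB by a log2 foldchange of -1.86 and COL3A1 by -0.58, and COL3A1 lost the threshold at -0.45 in both limma fits of the FPKM values. COL1A1 and FN1 were higher than in FB by 1.27 and 1.71. Each of these 4 differences separated all 3 libraries of co-cultured MFB from all 3 libraries of FB.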

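Among DEGs with a mean of at least 100 counts in co-cultured MFB and FB, ACTC1 was furthest below FB, with a log2 foldchange of -6.35 (standard error 0.24, adjusted P-value 1.62e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SAMD11 (ENSG00000187634) and TMEM52B (ENSG00000165685) followed with -4.31 and -4.19. ESM1 (ENSG00000164283, chromosome 5 of GRCh38, 54977867 to 55022671) was furthest above FB, with 3.95 ± 1.15 CPM (SD, n = 3) in FB, 7.54 ± 1.53 CPM in MFB and 103 ± 1.30 CPM in co-cultured MFB. Its log2 foldchange from FB to co-cultured MFB was 4.71 (standard error 0.17, adjusted P-value 1.28e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). THBD was higher than in FB by 4.34 and RN7SL1 by 4.32. In every one of these 6 genes, all 3 libraries of co-cultured MFB lay on one side of all 3 libraries of FB. From the PCA and the clustering, the paper concludes that uMSC return MFB induced by TGF-β1 to FB-like cells. It also reports RT-qPCR and Western blot of MFB markers in these cells, which were not analysed here.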

**Fig. 5:**
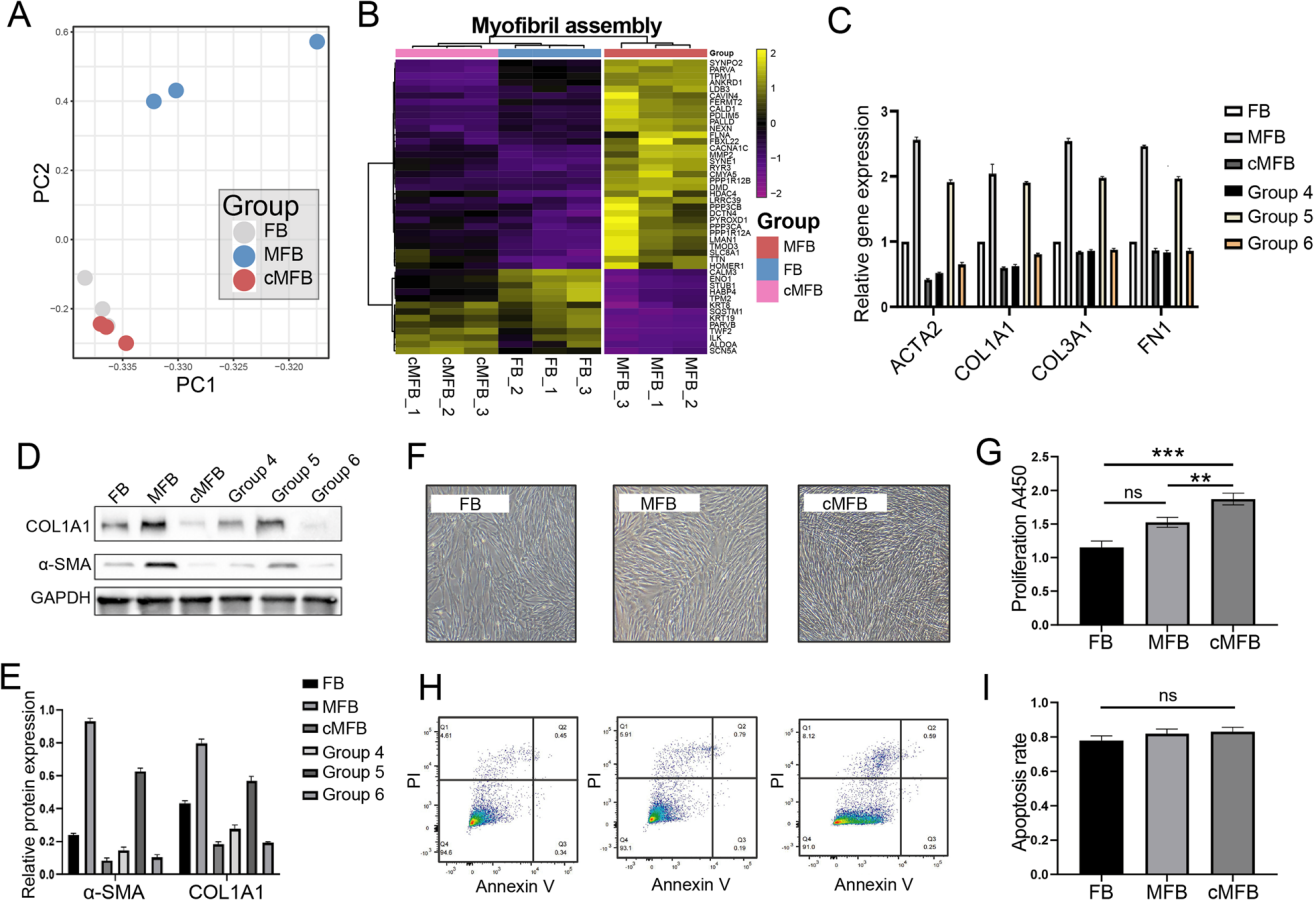
Identification of the cellular properties and reversibility of uMSC-mediated MFB de-differentiation. **A** Principal component analysis (PCA) on transcriptomes of FB, MFB, and co-cultured MFB samples. **B** Unsupervised clustering heatmap of 45 gene-panel involved in myofibril assembly on FB, MFB, and co-cultured MFB samples. **C** RT-qPCR assays on the expression of *ACTA2* (encoding for a-SMA), *COL1A1*, *COL3A1,* and *FN1* in cells from the 6 group settings: (1) Untreated FB; (2) MFB; (3) Short-term co-cultured MFB (FB-like cells); (4) Long-term co-cultured MFB; (5) FB-like cells treated with TGF-β1 without uMSC feeder layer; (6) TGF-β1-treated FB-like cells with additional uMSC feeder layer. **D**, **E** Western blot assays on FN1, COL1A1, and a-SMA proteins in cells from the 6 group settings: (1) Untreated FB; (2) MFB; (3) Short-term co-cultured MFB (FB-like cells); (4) Long-term co-cultured MFB; (5) FB-like cells treated with TGF-β1 without uMSC feeder layer; (6) TGF-β1-treated FB-like cells with additional uMSC feeder layer. **F**, **G** The proliferation of FB, MFB, and co-cultured MFB by light microscopy and CCK-8 assays. **H**, **I** Apoptosis FB, MFB and co-cultured MFB by Annexin V/PI assays. * < 0.05; **P < 0.01; ***P < 0.001

Next, to investigate whether this uMSC-mediated MFB dedifferentiation is durable or reversible, RT-qPCR and Western blot on MFB markers were performed using cells from the following 6 group settings: (1) Untreated FB; (2) MFB; (3)Short-term co-cultured MFB (FB-like cells); (4)Long-term co-cultured MFB; (5) FB-like cells treated with TGF-β1 without uMSC feeder layer; (6) TGF-β1-treated FB-like cells with additional uMSC feeder layer. As shown by RT-qPCR, the expression of MFB markers (*ACTA2*, *COL1A1*, *COL3A1,* and *FN1*) in those FB-like cells was significantly down-regulated when co-culturing with uMSC in the presence of TGF-β1 (Fig. 5C, group 3). However, after withdrawal from the uMSC feeder layer, these de-differentiated FB-like cells remained sensitive to TGF-β1 and were immediately re-induced into MFB (Fig. 5C, group 5). Western blot assays on a-SMA and COL1A1 protein further validated the dynamics of these MFB markers (Fig. 5D, E). Cellular proliferation and apoptosis of each group of FB-derived progenies were also determined. Revealed by light microscopy and CCK-8 assays, the proliferation of FB-like cells was significantly boosted compared with that in normal FB and MFB group (1.87 ± 0.05 vs1.12 ± 0.04, P < 0.001), while the proliferation was not significantly increased in the MFB group compared with that in the FB group (Fig. 5F, G). The apoptosis rate was not significantly different among the group settings (Fig. 5H, I).

### uMSC de-differentiated TGF-β1-induced MFB by selectively inhibiting the TGF-β-SMAD2/3 signaling pathway

To further elucidate the molecular transductors of MSC-mediated de-differentiation in MFB, those selectively targeted transcripts were identified, defined as DEGs significantly regulated in MFB (MFB vs. FB) and then reversely regulated after co-culturing with uMSC (FB-like cells vs. MFB). Generally, among 2353 DEGs identified in MFB (MFB vs. FB), a total of 599 DEGs were reversely regulated after co-culturing with uMSC (FB-like cells vs. MFB), thus were considered as transcriptomic targets in uMSC-mediated dedifferentiation (Fig. 6A). 

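In the deposited counts, 3333 of the DEGs of MFB, or 44.2%, were DEGs of the opposite direction in co-cultured MFB compared with MFB. Of these, 1358 were up-regulated in MFB and then down-regulated, and 1975 were down-regulated and then up-regulated. Requiring an absolute log2 foldchange of at least 1.5 moved the number most, to 346. The alternative without a foldchange threshold gave 5683, and removing GC trends gave 2010, of which 1455 were reversed without that step. Without MFB replicate 3, the number was 2683, the lowest with any library left out. Both comparisons share the MFB libraries, so that noise alone can make signs oppose each other. In 10 simulated co-cultures without effect, at most 1 gene was reversed, and the Pearson correlation of the log2 foldchanges across genes averaged -0.116. In the deposited counts this correlation was -0.560. The simulated noise was drawn gene by gene, without a trend on GC content or length. A further 252 DEGs of MFB changed again in the same direction after co-culture, and 3960 were not DEGs in co-cultured MFB compared with MFB. TGFB2 (ENSG00000092969, chromosome 1 of GRCh38, 218345336 to 218444619) had the largest fall among the reversed genes of at least 100 counts, by 4.22 on the log2 scale (standard error 0.19, adjusted P-value 9.89e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had risen by 1.08 in MFB, and it shares 22.7% of its exon bases with another gene on its strand.

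**Figure D2:**
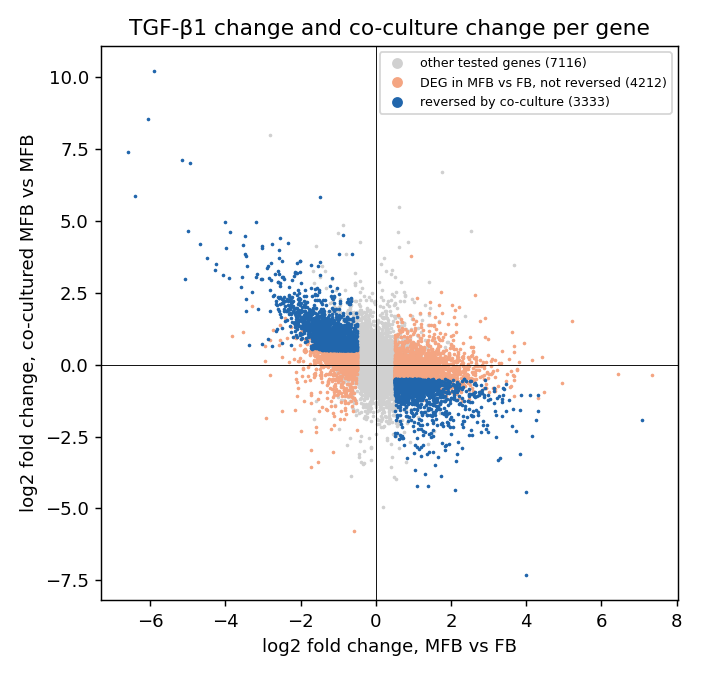
Log2 foldchange of MFB vs. FB (x-axis) against that of co-cultured MFB vs. MFB (y-axis) for each tested gene, one point per gene. The 1358 genes up-regulated and then down-regulated lie at the lower right, and the 1975 genes down-regulated and then up-regulated at the upper left.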

Annotation on these genes revealed significant enrichment for a range of molecular functions (MF), including actin-binding (GO:0003779), cadherin binding (GO:0045296), and SMAD binding (GO:0046332) (Fig. 6B, red). 

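The panels of genes read from Fig. 6C, 6D and 6E were followed through both comparisons. The study drew them from its own results, so neither counts adjusted over the list alone nor set tests of these panels are independent evidence. Of the 38 genes drawn for macroautophagy, 21 were DEGs in MFB compared with FB and 10 were reversed after co-culture. Adjusted over the list alone, the numbers were 21 in MFB and 18 in co-cultured MFB compared with MFB. Their median log2 foldchange after co-culture was -0.36, with an adjusted P-value of 0.0368 from limma's camera test with Benjamini-Hochberg adjustment, which rose to 0.113 when GC trends were removed (0.033 to 0.177 over all settings tried) and was 0.0519 without replicate 3 of co-cultured MFB. ATG2B rose by 1.53 and then fell by 0.72, and PINK1, which shares 39.5% of its exon bases with genes on the opposite strand, fell by 1.42 and then rose by 0.95. Of the 50 genes drawn for the response to TGF-β1, 38 were up-regulated and 9 down-regulated in MFB, and 37 were reversed. Adjusted over the list alone, 47 and 39 genes passed in the 2 comparisons. The median log2 foldchange of this panel was 0.92 in MFB and -0.65 after co-culture, with an adjusted P-value of 9.21e-08 for the latter from limma's camera test with Benjamini-Hochberg adjustment. SKIL rose by 1.56 in MFB and fell by 1.42 after co-culture, and LOX rose by 1.44 and fell by 1.53. Of the 36 genes drawn for collagen fibril organization, 22 were up-regulated and 9 down-regulated in MFB, and 18 were reversed. Adjusted over the list alone, 31 and 23 genes passed. The adjusted P-value of this panel in co-cultured MFB compared with MFB was 0.00012 from limma's camera test with Benjamini-Hochberg adjustment (median log2 foldchange -0.68). COL11A1 rose by 1.95 and fell by 1.69, whereas COL14A1 and CYP1B1 fell in both comparisons, with log2 foldchanges of -1.32 and -1.55 in MFB and of -1.55 and -3.37 after co-culture.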

For functional features, the expression pattern of macroautophagy (Fig. 6C), response to TGF-β1 (Fig. 6D), and collagen fibril organization (Fig. 6E) were also significantly regulated in FB-like cells.

**Fig. 6:**
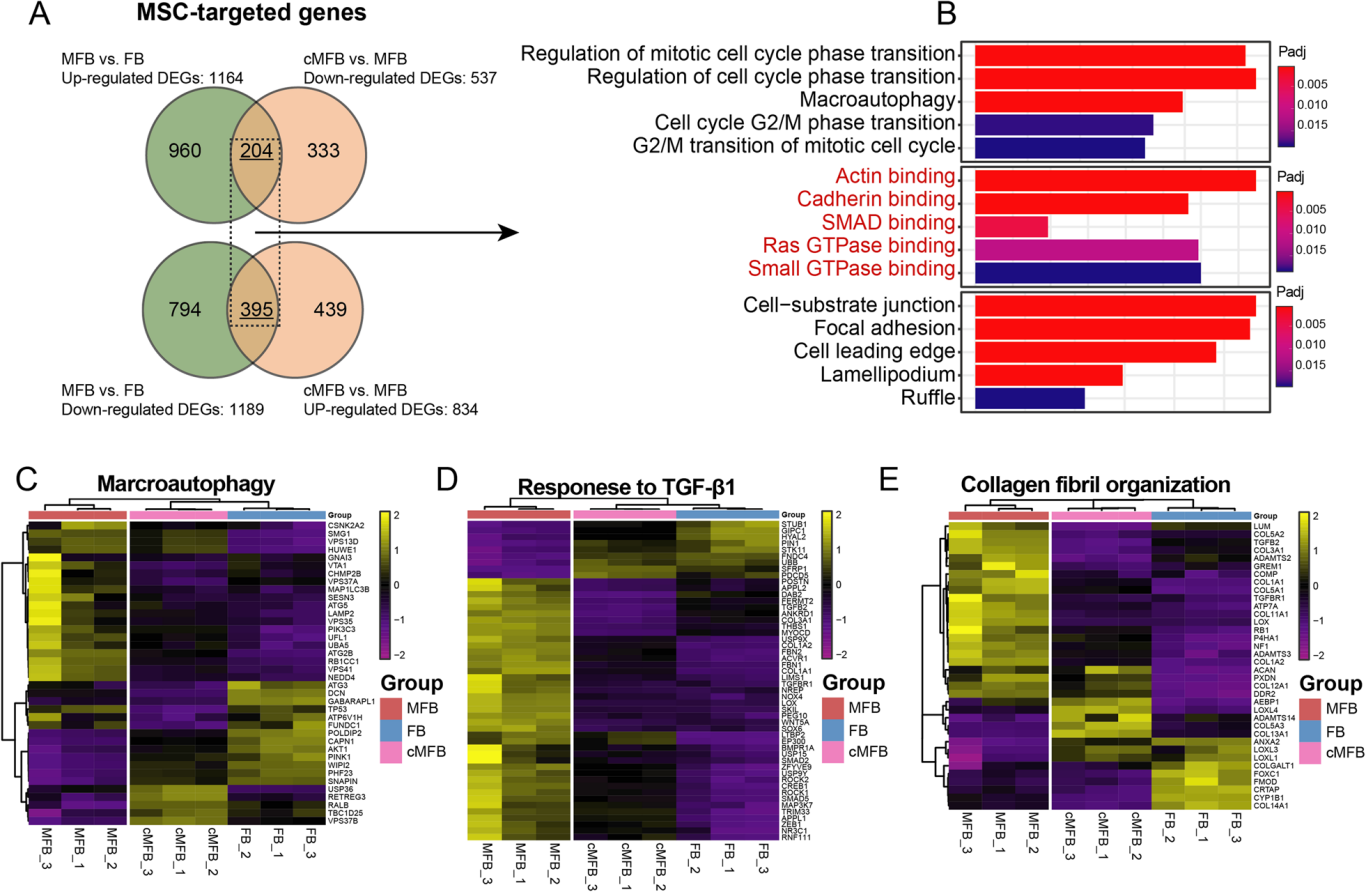
Annotation of the targeted genes during uMSC-mediated MFB de-differentiation. **A** Venn diagrams depicting the number of DEGs regulated in MFB (MFB vs. FB) and then reversely regulated in co-cultured MFB (co-cultured MFB vs. MFB). **B** Enriched gene ontology analysis (EGO) concerning biological process (BP), molecular function (MF), and cellular component (CC) using the targeted DEGs. **C**–**E** Unsupervised clustering heatmap on genes participating in macroautophagy, response to TGF-β1, and collagen fibril organization in FB, MFB, and co-cultured MFB samples

TGF-β1 directly activates Smad signaling, for instance, the Smad2/3 signaling, whose pathological activation was correlated with fibrosis development (Hu et al. 2018). Network analysis of the top 3 enriched MF terms confirmed a significant enrichment of SMAD binding function and indicated a range of associated DEGs (Fig. 7A). Most of these SMAD-involving DEGs were then confirmed to be significantly up-regulated in MFB and then rescued after co-culturing with uMSC (Fig. 7B). 

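The 29 genes drawn in Fig. 7B were all tested, 24 of which the figure shows as higher in MFB. In the deposited counts, 20 were up-regulated and 3 down-regulated in MFB past the thresholds, and 23 passed adjusted over the list alone. After co-culture, 19 were reversed, and all 29 changed with opposite signs in the 2 comparisons. Adjusted over the list alone, 21 passed in co-cultured MFB compared with MFB, which is not independent evidence because the study chose the list from its reversed genes. MYOCD (ENSG00000141052, chromosome 17 of GRCh38, 12665890 to 12768949) rose from 31.8 ± 3.69 CPM (SD, n = 3) in FB to 79.1 ± 1.41 CPM in MFB and fell to 5.70 ± 1.08 CPM in co-cultured MFB. Its log2 foldchange was 1.32 in MFB and -3.80 after co-culture (standard error 0.13, adjusted P-value 9.41e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). STUB1 (ENSG00000103266) fell by 2.24 and then rose by 1.48, and it shares 42.5% of its exon bases with a gene on the opposite strand. As a set, the genes were higher in MFB than in FB, with an adjusted P-value of 0.000217 from limma's camera test with Benjamini-Hochberg adjustment (median log2 foldchange 0.62). They were lower in co-cultured MFB than in MFB, with an adjusted P-value of 9.9e-06 from limma's camera test with Benjamini-Hochberg adjustment (median log2 foldchange -0.64). For the same reason, neither the opposite signs nor these set tests are independent evidence. With GC trends removed, 11 of the 29 genes were reversed, and with length trends removed, 12.

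**Figure D3:**
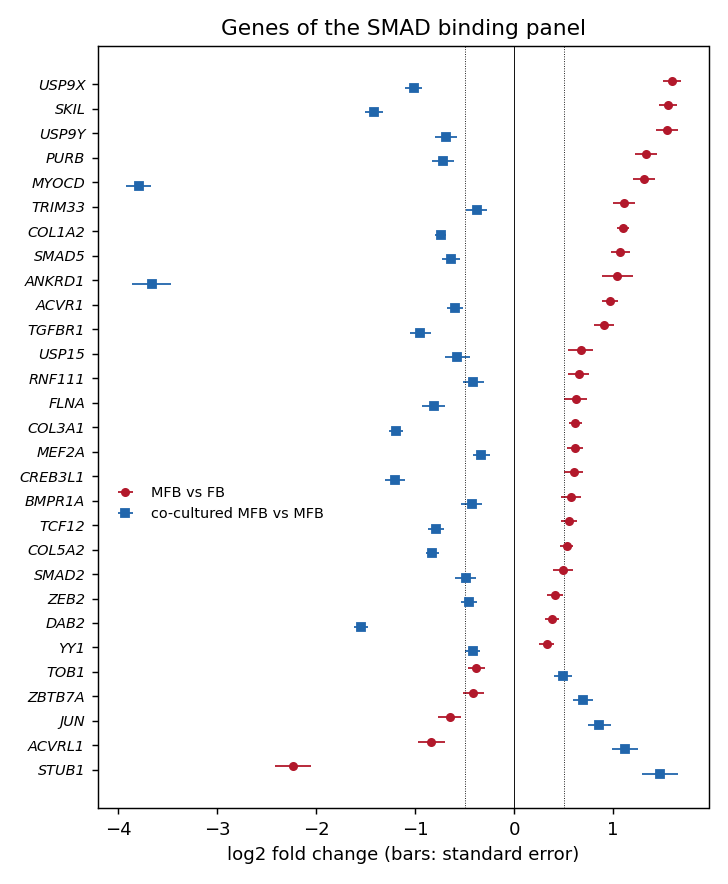
Log2 foldchange (x-axis) of each of the 29 genes of Fig. 7B (y-axis) in MFB vs. FB and in co-cultured MFB vs. MFB, with bars for the standard error. The symbols of the 2 comparisons lie on opposite sides of 0 for all 29 genes, which the study chose from its reversed genes.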

By performing a more integrated analysis that incorporates both terminology and foldchange of each gene, GSEA analysis confirmed that TGF-β1 treatment activated a wide range of SMAD signaling together with MFB-associated functions (Fig. 7C). Following the results from the functional annotation of genes targeted by uMSC, GSEA also revealed that uMSC rescued the majority of SMAD signaling functions, among which the SMAD2/3 signaling is predominantly down-regulated (Fig. 7D). These data prove that the uMSC-mediated MFB de-differentiation is conducted through selective regulation of the TGF-β-SMAD2/3 signaling within the MFB during the de-differentiation process.

**Fig. 7:**
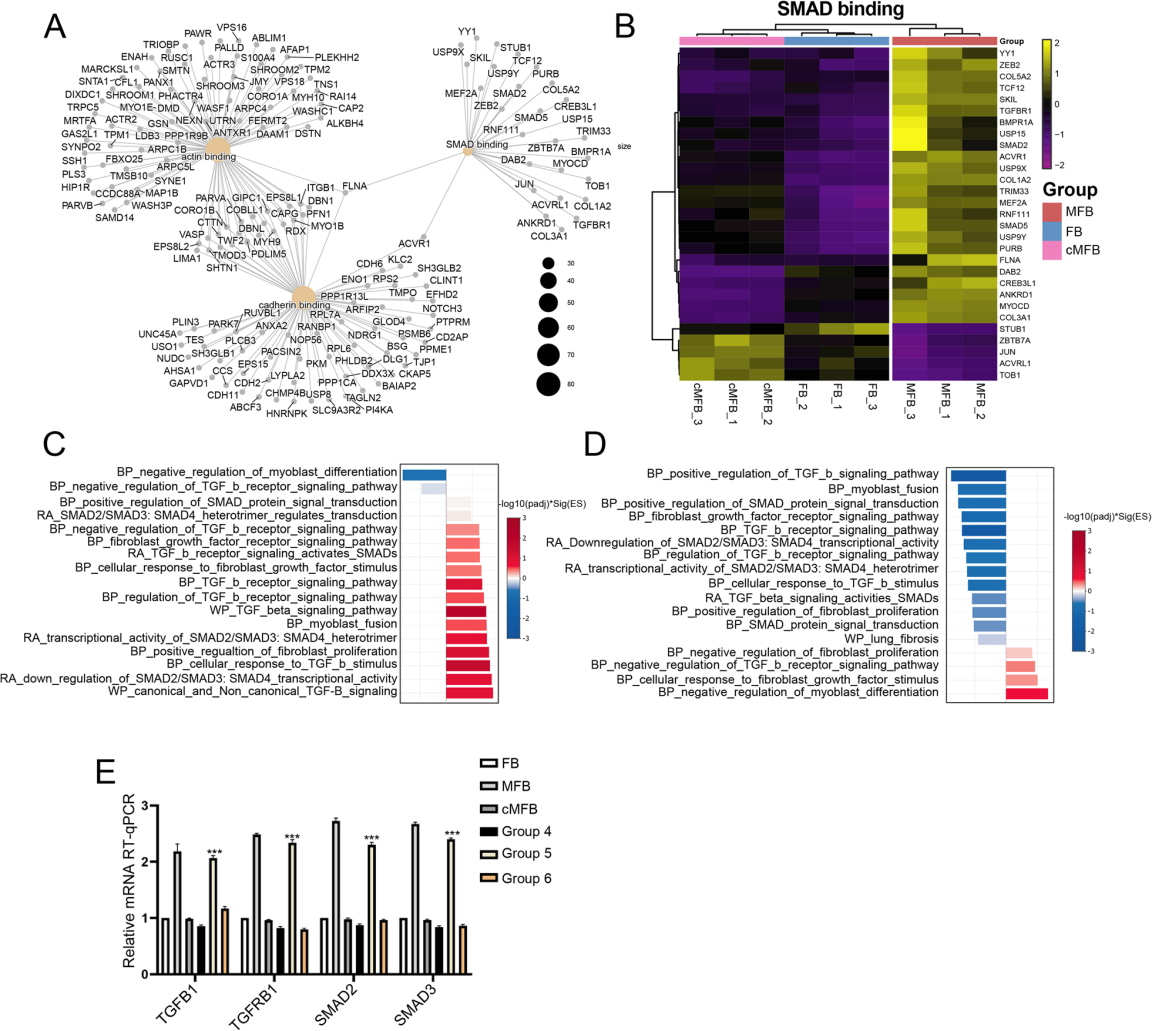
Reversible modulations on the TGF-β-SMAD2/3 signaling pathway in the uMSC-mediated MFB de-differentiation. **A** Network illustration of actin-binding, cadherin binding, SMAD binding, and associated DEGs. **B** Unsupervised clustering heatmap on genes participating in SMAD binding in FB, MFB, and co-cultured MFB samples. **C** GSEA analysis on regulated genes identified in MFB (MFB vs. FB). **D** GSEA analysis on regulated genes identified in co-cultured MFB (co-cultured MFB vs. MFB). **E** RT-qPCR assays on the expression of *TGFB1*, *TGFBR1*, *SMAD2* and *SMAD3* in cells from the 6 group settings: (1) Untreated FB; (2) MFB; (3) Short-term co-cultured MFB (FB-like cells); (4) Long-term co-cultured MFB; (5) FB-like cells treated with TGF-β1 without uMSC feeder layer; (6) TGF-β1-treated FB-like cells with additional uMSC feeder layer

To further validate this uMSC-mediated regulation, RT-qPCR assays on the core transductors of TGF-β-SMAD2/3 signaling were performed on the FB-derived progenies from each culture group setting. In accordance with the dynamics of those MFB-specific markers during culturing processes (Fig. 5C), results from RT-qPCR assays confirmed a significantly up-regulated expression of TGF-β-SMAD2/3 transductors (*TGFB1*, *TGFBR1*, *SMAD2,* and *SMAD3*) in MFB compared with FB and significantly down-regulation of these transductors in the de-differentiated FB-like cells (Fig. 7E). Short-term and long-term co-culture with uMSC led to durable inhibition of the TGF-β1-induced expression of TGF-β-SMAD2/3 transcripts (Fig. 7E, group 3 and 4). Importantly, plasticity was also noted concerning the activation status of the TGF-β-SMAD2/3 pathway in MFB. The expression of these TGF-β-SMAD2/3 transcripts was once again elevated after the withdrawal from the uMSC feeder layer (Fig. 7E, group 5). 

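In the drawing of Fig. 8A, 32 genes of the TGF-β pathway could be read, and all were tested in FB, MFB and co-cultured MFB. In MFB compared with FB, 11 were up-regulated and 8 down-regulated past the thresholds, and 5 were reversed after co-culture. Adjusted over the list alone, 19 genes passed in MFB and 9 in co-cultured MFB compared with MFB, which is not independent evidence because the drawing was coloured from these libraries. THBS1 rose by 1.02 on the log2 scale in MFB and fell by 1.76 after co-culture, and RBL1 rose by 0.52 and fell by 0.51. The inhibitory members SMAD6, SMAD7 and BAMBI fell in MFB, by 1.72, 1.12 and 1.15. SMAD6 (ENSG00000137834, chromosome 15 of GRCh38, 66702236 to 66782849) then fell by a further 1.05 and BAMBI by a further 1.68, whereas the fall of SMAD7 by 0.28 did not pass the thresholds. DCN, drawn as activated in MFB, fell by 0.93 in MFB and by a further 1.28 after co-culture. TGFBR2, drawn as unaffected, rose by 0.66 after co-culture. As a set, the 32 genes were lower in co-cultured MFB than in MFB, with an adjusted P-value of 0.00766 from limma's camera test with Benjamini-Hochberg adjustment (median log2 foldchange -0.29).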

At last, by integrating the dynamics of TGF-β-SMAD2/3 transcripts into the Kyoto Encyclopedia of Genes and Genomes Atlas (KEGG), detailed modification of the TGF-β-SMAD2/3 signaling in uMSC-mediated MFB de-differentiation was revealed (Fig. 8A). Together, these results from RNA-seq and in vitro assays revealed that uMSC cells reversibly de-differentiate TGF-β1-induced MFB into a group of FB-like cells by modulating the TGF-β-SMAD2/3 pathway, with a boosted proliferation seen in these cells. These cells largely resemble FBs at the transcriptome level yet exhibit unique surface antigen expression and functional signatures (Additional file 1: Fig. S3). These FB-like cells are still sensitive to TGF-β1 and could immediately re-induced into MFB after the withdrawal of the uMSC feeder layer (Fig. 8B).

**Fig. 8:**
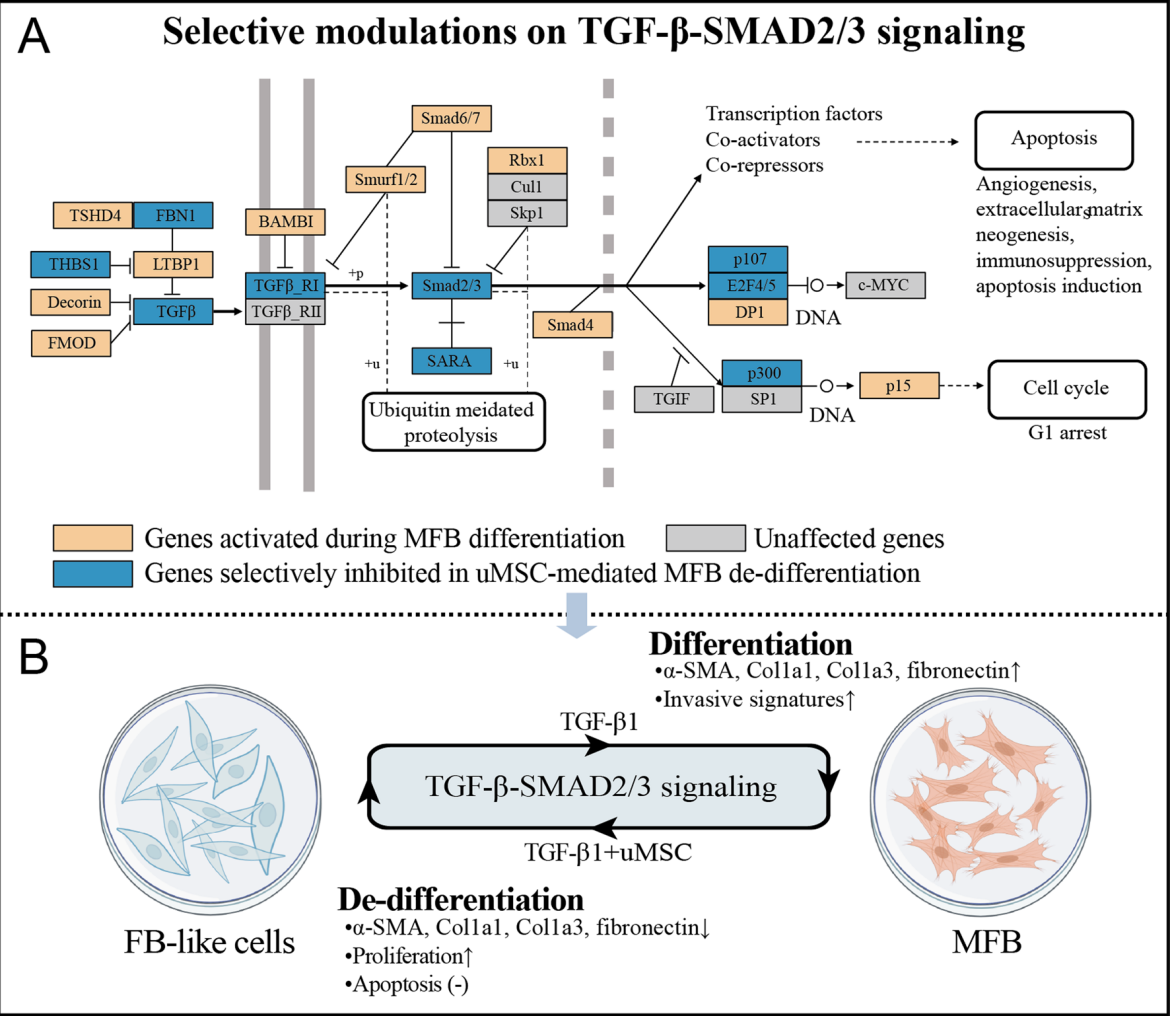
Selective modulations on the TGF-β-SMAD2/3 signaling. **A** Regulations of transcripts in TGF-β-SMAD2/3 signaling according to the KEGG database. **B** uMSC reversibly de-differentiate TGF-β1-induced MFB into a group of FB-like cells by modulating the TGF-β-SMAD2/3 pathway

## Discussion

The initiation of FMT and the excess accumulation of MFB are considered pivotal pathological events during the development of small airway fibrosis (Bergeron et al. 2013; Neuringer et al. 1998; Kelly et al. 2012; Yang et al. 2020). Functional phenotypes of MFB could not be long-term maintained in the absence of pro-fibrotic cytokines at an ex vivo state (Kuhn and McDonald 1991). Therefore, the lack of models capable of simulating local lung microenvironments largely hinders revealing the FMT under pathological conditions. In the first part of this study, we took IPF as a paradigm to investigate molecular/functional entities during the FMT. The hypertension of TGF-β1 and its downstream pathways are considered landmarks of lung fibrosis (Saito et al. 2018). Along with the activation of muscle tissue formation, our bioinformatic analysis on GEO datasets confirmed a prominent signature of response to TGF-β1 in these patient-derived FB samples. In accordance with previous observations, our data confirmed that administration of TGF-β1 on normal FB readily initiated the pro-fibrotic FMT from both transcriptional and functional levels. These findings provided a rationale for the administration of TGF-β1 to simulate FMT in vitro, which could be employed for further studies on regulations of uMSC to the FMT.

According to published literature, the potential modulatory effect on MFB is more likely to rely on the secretion of a spectrum of MSC-derived soluble factors and subsequent downstream signal transductions within MFB. These identified soluble factors vary to a great extent across studies, including condition medium (Filidou et al. 2022; Zhang et al. 2015), exosomes (Hu et al. 2020) and a spectrum of microRNA (Qiu et al. 2022; Basalova et al. 2020; Fang et al. 2016) (Additional file 1: Table S3). By constructing in vivo and in vitro models simulating fibrotic disease, these MSC-derived factors have been revealed to block/reverse MFB differentiation and/or alleviate fibrotic phenotypes in animal models. Collaborating with these observations, our TGF-β1-induced FMT model and non-contact uMSC co-culture model confirmed that uMSCs reverse the expression of TGF-β1-induced MFB markers with down-regulated MFB-associated functions, thus supporting a potential de-differentiation effect of uMSC. Since the main objectives of existing research are to explore the core transductors and to reveal the reversibility of uMSC-mediated MFB dedifferentiation, we did not explore the secretory properties of uMSCs.

Given the fact that FB, MFB and MSC share a common mesenchymal origin, we next ruled out the possibility of a potential assimilation effect by confirming the lack of MSC-specific transcripts in these FB-like cells (Additional file 1: Fig. S2). However, our further analysis revealed that these FB-like cells still showed certain differences at the transcriptome level compared with untreated FB (Additional file 1: Fig. S3). Therefore, these data revealed that uMSC de-differentiates TGF-β1-induced MFB into a group of FB-like cells.

Recent studies suggest that MSC may also serve as a potential promoter of local fibrosis under certain circumstances (Qin et al. 2023). This duality of MSC regulations on fibrosis could be attributed to the potential "domestication" effect of MSC in response to the pro-inflammatory (high TNF-a, IL-1b) and oxidative (high ROS) local environment, which is well characterized in IPF and BO tissues (Wang and Yang 2022). Exposure to pro-inflammatory cytokines (etc., TNF-a, IL-1b and IL-6) and reactive oxygen species (ROS) potentially induced senescence-associated secretory phenotype (SASP) and senescence in MSCs (Wallace and Friedman 2014; Shenderov et al. 2021; Yao et al. 2020), thus facilitating them into a pro-fibrotic phenotype with the elevated secretion of pro-fibrotic cytokines. Our additional analysis of the secretory functions of MSCs (Rubinstein-Achiasaf et al. 2021) further confirmed that exposure to a pro-inflammatory microenvironment readily induced SASP and up-regulated expression of pro-fibrotic cytokines, including IL-6, IL-7, IL-1A and FGF2 (Additional file 1: Fig. S4). Collaborating with these observations, although our present study confirmed that uMSCs could suppress the MFB phenotype in vitro and de-differentiate them into FB-like cells, existing data also highlight the potential pro-fibrotic properties of allogeneic MSCs. Demonstrated by the significantly boosted proliferation of these de-differentiated FB-like cells, it is reasonable to speculate that the introduction of allogenic MSC would amplify the TGF-β1-sensitive FB-like cells, which might potentially serve as a “workshop” of pro-fibrotic MFB under a TGF-β1 abundant microenvironment. These data also potentially explain the non-durable efficacy of allogeneic MSC therapy in animal models as well as BO patients (Wan et al. 2020; Wu et al. 2015; Ni et al. 2018). However, the responsiveness of allogeneic MSCs to the host microenvironment, and the persistence of the resulting MFB de-differentiation remain largely unexplored.

Despite the extremely varied spectrum of MSC-associated secretory factors (such as numerous kinds of miRNAs) involved in the MFB regulations, the downstream signal transductions during the MFB de-differentiation process remained undetermined. Proposed regulatrory pathways include the TGF-β-SMAD2/3 signaling (Hu et al. 2020; Fang et al. 2016; Wang 2023), WNT/b-catenin signaling (Zhang et al. 2015) and PI3K/Akt, MAPK signaling (Li et al. 2020) and PD-1/PD-L1 signalting (Ni et al. 2018). Revealed by multidimensional transcriptome analysis, our current results indicated that both the initiation of MFB differentiation and uMSC-mediated dedifferentiation was prominently correlated with the activation/inhibition of TGF-β-SMAD2/3 signaling. Most of the TGF-β1-induced transductors (TGF-β1, TGFBR1, and SMAD2/3) in TGF-β-SMAD2/3 signaling by TGF-β1 treatment were rescued after co-culturing with uMSC. However, the canonical/non-canonical WNT signaling was insignificant in these regulations. These observations were consistent with the previous report by Hu et al. (2020) which reveals a significant suppression of FMT by inhibiting the TGF-β-SMAD2/3 signaling.

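The gene of TGF-β1 itself, TGFB1 (ENSG00000105329), had 170 CPM in FB, 222 CPM in MFB and 177 CPM in co-cultured MFB. Its log2 foldchange was 0.38 in MFB (standard error 0.11, adjusted P-value 0.00665 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After co-culture it was -0.32 (standard error 0.11, adjusted P-value 0.0227 from the same test). Both lay below the threshold on the foldchange. The rise of TGFB1 passed in 5 of 22 refits with other settings, the highest at 1.15. Its fall passed in 2 of them, the lowest at -0.84. TGFBR1 (ENSG00000106799) rose by 0.91 in MFB (standard error 0.10, adjusted P-value 3.04e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and fell by 0.95 after co-culture. The rise of TGFBR1 lost the threshold, at 0.37, when GC trends were removed. SMAD2 (ENSG00000175387) rose by 0.49 and fell by 0.49, each with a standard error of 0.10, just below the threshold on the foldchange. The rise of SMAD2 passed in 4 of 22 refits and changed sign in 3. Its fall passed in 7. When length trends were removed, SMAD2 was lower in MFB than in FB, by a log2 foldchange of -0.51. SMAD3 (ENSG00000166949) fell by 0.56 in MFB (standard error 0.08, adjusted P-value 1.64e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 288 CPM to 196 CPM, and had 203 CPM in co-cultured MFB. Its fall in MFB lost the threshold at -0.25 when GC trends were removed and at -0.498 without MFB replicate 3. Its log2 foldchange after co-culture was 0.05 (standard error 0.08, adjusted P-value 0.593 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it changed sign to -0.20 when GC trends were removed and to -0.014 without MFB replicate 3. Of these 4 genes, which are also those of Fig. 7E, 1 was up-regulated, 1 was down-regulated and 1 was reversed past the thresholds in the main analysis. As a set, they showed no shared direction after co-culture past the threshold, with an adjusted P-value of 0.197 from limma's camera test with Benjamini-Hochberg adjustment (median log2 foldchange -0.41). This call depends on the setting. With GC trends removed, the set was called lower after co-culture, at 0.0228 from camera (0.0228 to 0.39 over all settings tried), and fry, which does not compare it with other genes, called it at 1.81e-05. From its transcriptome analysis, the paper reports that MFB differentiation and dedifferentiation by uMSC were correlated with activation and inhibition of TGF-β-SMAD2/3 signaling.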

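A list of 16 targets of WNT signaling, written before the counts were seen, was tested as a set, and 9 of its genes had enough counts. In MFB compared with FB, their median log2 foldchange was -0.44, with an adjusted P-value of 0.171 from limma's camera test with Benjamini-Hochberg adjustment. In co-cultured MFB compared with MFB, the median was 0.27 and the adjusted P-value 0.675 from limma's camera test with Benjamini-Hochberg adjustment. The companion test fry, which does not compare the list with other genes, called both, with adjusted P-values of 3.32e-06 and 0.00867. No target was up-regulated in MFB past the thresholds, nor at an unadjusted P-value below 0.05, and 3 were down-regulated, and adjusted over the list alone the number was also 3. TCF7 and DKK1 fell in MFB by 1.31 and 0.72, and BMP4, which is also a target of BMP signaling, by 2.82. The median of the WNT targets in MFB was -0.25 without FB replicate 1, and that after co-culture was 0.17 without MFB replicate 3 and 0.14 without replicate 2 of co-cultured MFB. The latter changed sign to -0.10 when GC trends were removed. CCND1 rose by 0.66 after co-culture, and AXIN2 did not change past the thresholds in either comparison.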

Although our current data and previous reports have shown that MSC cells have the potency to block and regulate pathological FMT processes, their vulnerability to microenvironmental stress is one major hindrance in treating BO and other fibrotic diseases (Gao et al. 2022). Our demonstration of the reversibility of the uMSC-mediated de-differentiation of MFB and the sensitivity of de-differentiated FB-like cells may partially explain the transient duration of MSC-associated efficacies in the lung fibrotic disease model. However, there are certain flaws in our present study. Since the main objectives of existing research are to explore the core transductors and to reveal the reversibility of uMSC-mediated MFB dedifferentiation, we did not explore the secretory properties of uMSCs. Identifying the functional exosomal properties (e.g., microRNA, lncRNA) could help develop MSC-based cell-free therapies, which may potentially overcome this domestication effect by a pro-fibrotic microenvironment (Hu et al. 2020). On the other hand, targeting the pro-fibrotic microenvironment may be of great therapeutic value in treating established fibrosis.

## Conclusion

To summarize, our findings reported for the first time the reversibility of uMSC-mediated de-differentiation on MFB to FB-like cells by selectively inhibiting the TGF-β-SMAD2/3 signaling. These proliferation-boosted FB-like cells remained sensitive to TGF-β1 and could be re-induced into MFB. The reversible de-differentiation on MFB may explain MSC's inconsistent clinical efficacies in treating BO and other fibrotic diseases. Our work further emphasizes the importance of correcting the pro-fibrotic microenvironment. The potential risk of the augment of TGF-β1-sensitive FB-like cells should be fully considered.

## Supplementary Information

Additional file 1: Figure S1. Flow cytometry assays for the expression of surface antigens CD105, CD73, CD90, CD45, CD34 and HLA-DR. Figure S2. Comparative analysis of the MSC-specific markers and transcripts in normal bone marrow MSC, untreated FB, MFB and FB-like cells.Normalization of potential batch effects using the SVA methods.Normalized mRNA expressionof MSC-specific surface antigens in normal bone marrow MSC, untreated FB, MFB and FB-like cells.Normalized mRNA expressionof osteogenic transcripts in normal bone marrow MSC, untreated FB, MFB and FB-like cells.Normalized mRNA expressionof secretory hematopoiesis-supporting factors in normal bone marrow MSC, untreated FB, MFB and FB-like cells. Figure S3. Differential analysis of transcriptome signatures between FB-like cells and untreated FB.Volcano plot displaying identified DEGs in FB-like cells compared with untreated FB by log2 foldchangeand adjusted P-value. A total of 840 DEGs were identified.Unsupervised clustering heatmap of the transcriptomic level of 21 FB/MFB-associated characteristic transcripts in FB-like cells and untreated FB.Validations of the expression of ACTA2, COL1A1, COL3A1 and FN1 in FB-like cells and untreated FB.KEGG annotations based on significantly up-regulated DEGsand significantly down-regulated DEGsin FB-like cells.Whole transcriptome-based GSEA analysis revealing a signature of inhibited TGF-β1 signaling pathway in FB-like cells. Figure S4. Exposure to pro-inflammatory cytokines induced SASP and up-regulated expression of pro-fibrotic cytokines in normal MSCs.Normal bone marrow MSCs were short-term/long-termcultured with or without pro-inflammatory cytokinesbefore being subjected to RNA-seq. Unsupervised clustering heatmap of the transcriptomic level of 30 SASP-associated cytokines in long-term cultured untreated MSC, long-term cultured treated MSC, short-term cultured untreated MSC, and short-term cultured treated MSC.Normalized mRNA expressionof pro-fibrotic cytokines of MSCs from each culture setting. Table S1. Details of included online datasets. Table S2. The primer and probe sequences for RT-qPCR assays. Table S3. Existing reports on MSC-mediated regulations on MFB.

## Data Availability

The datasets used or analyzed during the current study are available from the corresponding authors upon reasonable request. RNA-seq data in the present manuscript was uploaded to the GEO database (https://www.ncbi.nlm.nih.gov) with the track ID (GSE225159).

# Supplementary material for: Mesenchymal stem cells reversibly de-differentiate myofibroblasts to fibroblast-like cells by inhibiting the TGF-β-SMAD2/3 pathway
**Source:** Mol Med. 2023 Apr 25;29:59. doi: 10.1186/s10020-023-00630-9
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Flow cytometry assays for the expression of surface antigens CD105, CD73, CD90, CD45, CD34 and HLA-DR. Figure S2. Comparative analysis of the MSC-specific markers and transcripts in normal bone marrow MSC, untreated FB, MFB and FB-like cells.Normalization of potential batch effects using the SVA methods.Normalized mRNA expressionof MSC-specific surface antigens in normal bone marrow MSC, untreated FB, MFB and FB-like cells.Normalized mRNA expressionof osteogenic transcripts in normal bone marrow MSC, untreated FB, MFB and FB-like cells.Normalized mRNA expressionof secretory hematopoiesis-supporting factors in normal bone marrow MSC, untreated FB, MFB and FB-like cells. Figure S3. Differential analysis of transcriptome signatures between FB-like cells and untreated FB.Volcano plot displaying identified DEGs in FB-like cells compared with untreated FB by log2 foldchangeand adjusted P-value. A total of 840 DEGs were identified.Unsupervised clustering heatmap of the transcriptomic level of 21 FB/MFB-associated characteristic transcripts in FB-like cells and untreated FB.Validations of the expression of ACTA2, COL1A1, COL3A1 and FN1 in FB-like cells and untreated FB.KEGG annotations based on significantly up-regulated DEGsand significantly down-regulated DEGsin FB-like cells.Whole transcriptome-based GSEA analysis revealing a signature of inhibited TGF-β1 signaling pathway in FB-like cells. Figure S4. Exposure to pro-inflammatory cytokines induced SASP and up-regulated expression of pro-fibrotic cytokines in normal MSCs.Normal bone marrow MSCs were short-term/long-termcultured with or without pro-inflammatory cytokinesbefore being subjected to RNA-seq. Unsupervised clustering heatmap of the transcriptomic level of 30 SASP-associated cytokines in long-term cultured untreated MSC, long-term cultured treated MSC, short-term cultured untreated MSC, and short-term cultured treated MSC.Normalized mRNA expressionof pro-fibrotic cytokines of MSCs fr

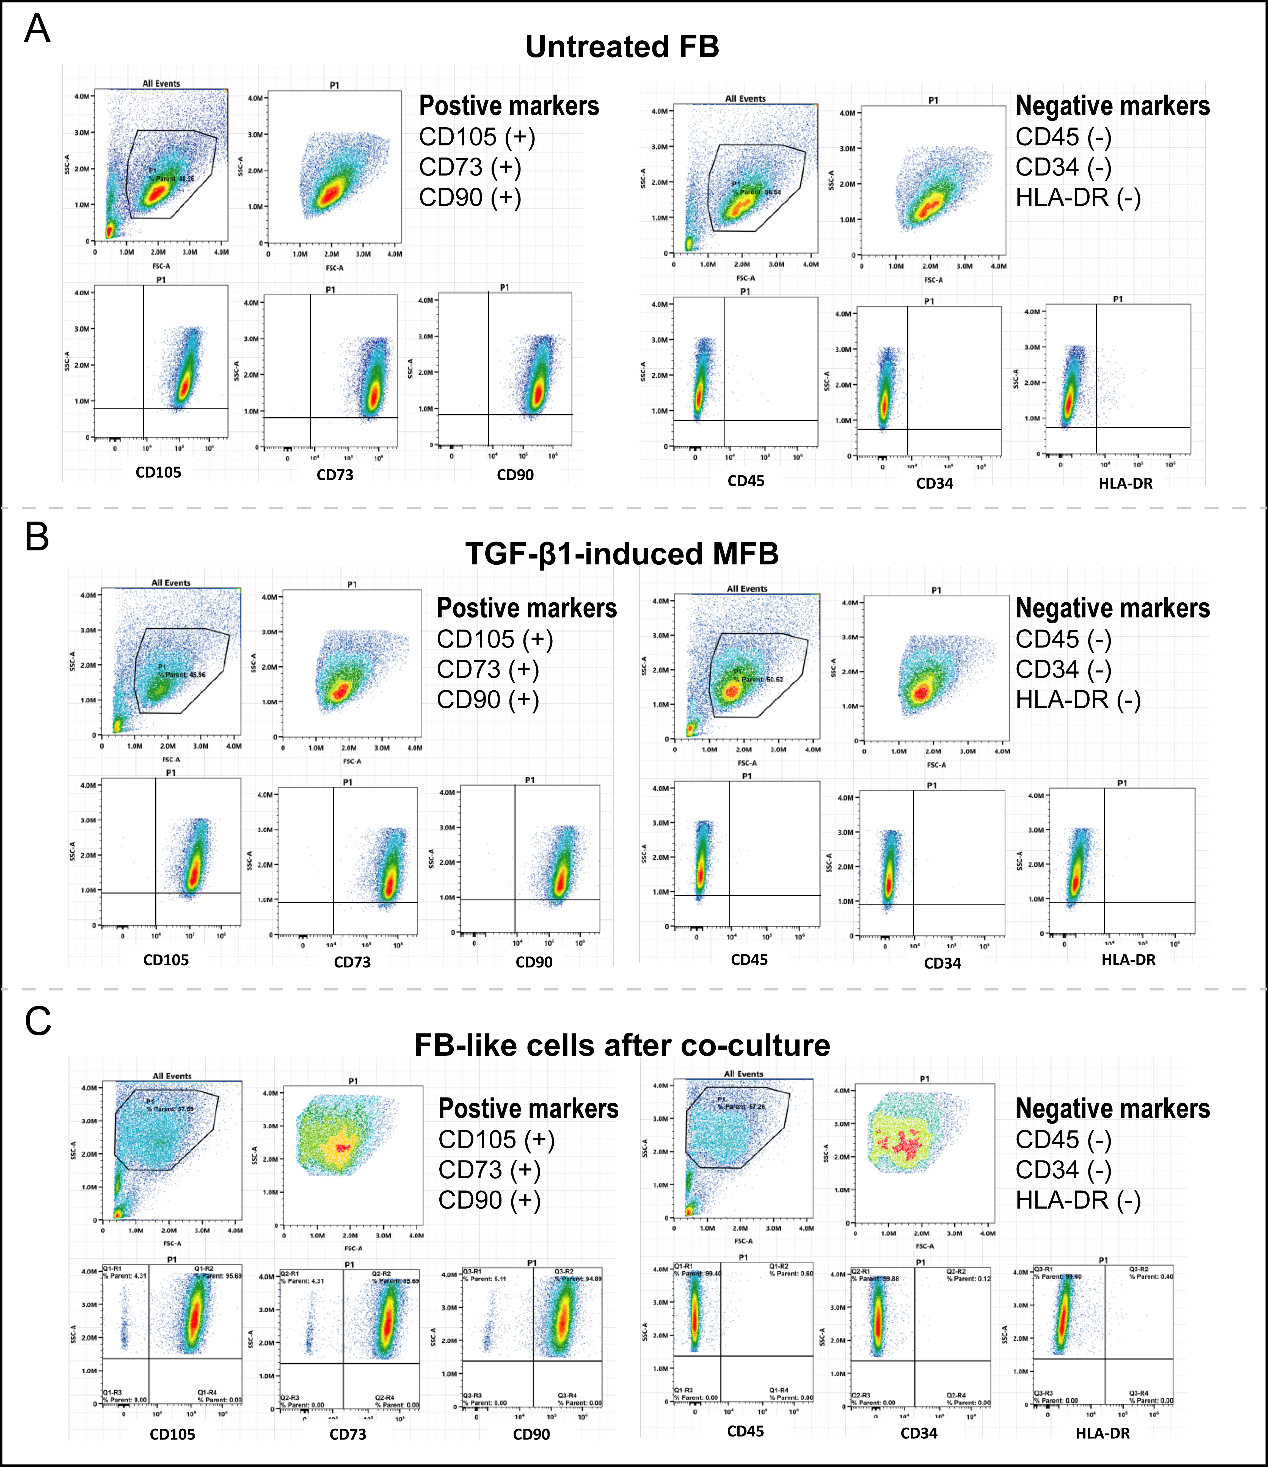

**Figure S1. Flow cytometry assays for the expression of surface antigens CD105, CD73, CD90, CD45, CD34 and HLA-DR**

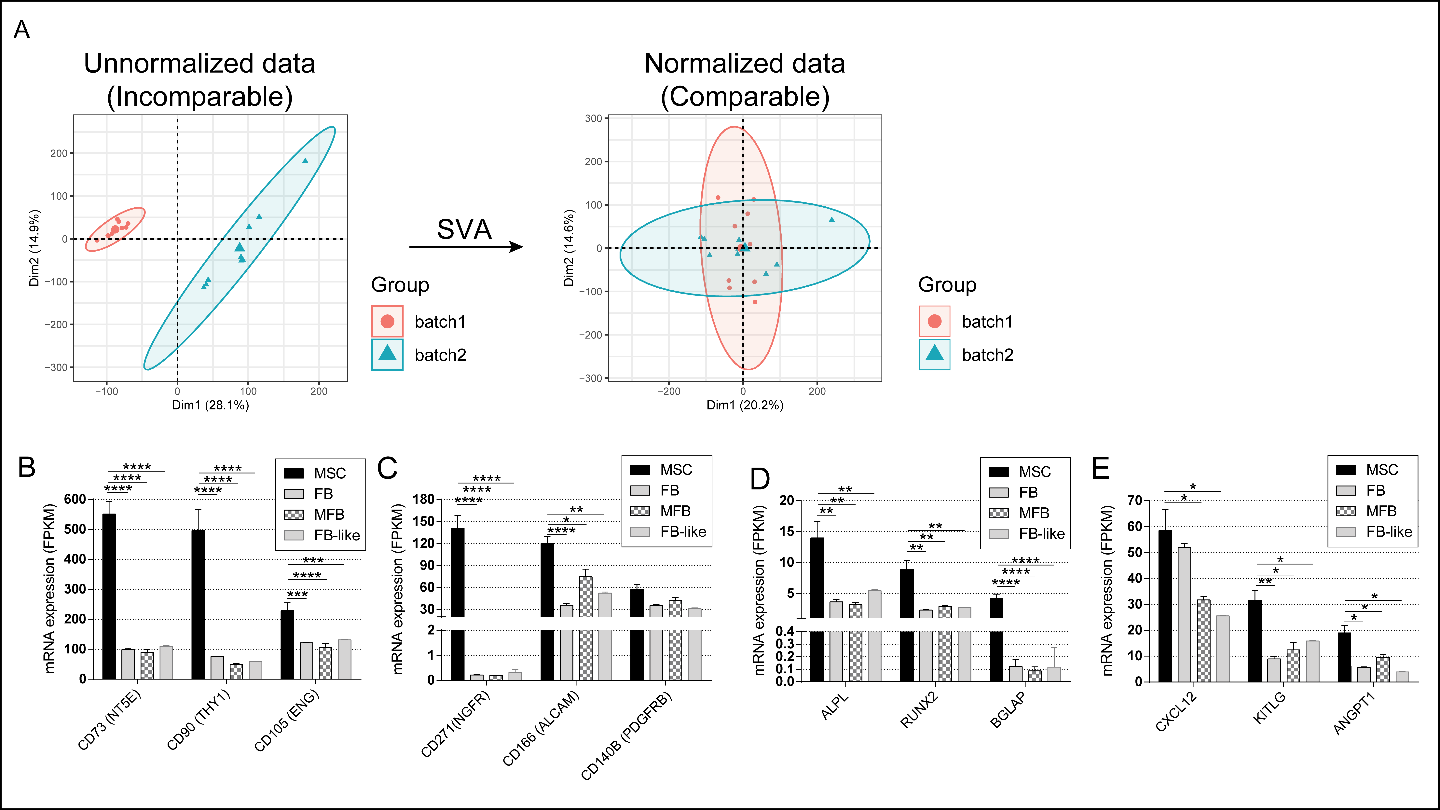
**Figure S2. Comparative analysis of the MSC-specific markers and transcripts in normal bone marrow MSC, untreated FB, MFB and FB-like cells.**

(A) Normalization of potential batch effects using the SVA methods.

(B, C) Normalized mRNA expression (FPKM) of MSC-specific surface antigens in normal bone marrow MSC, untreated FB, MFB and FB-like cells.

(D) Normalized mRNA expression (FPKM) of osteogenic transcripts in normal bone marrow MSC, untreated FB, MFB and FB-like cells.

(E) Normalized mRNA expression (FPKM) of secretory hematopoiesis-supporting factors in normal bone marrow MSC, untreated FB, MFB and FB-like cells.

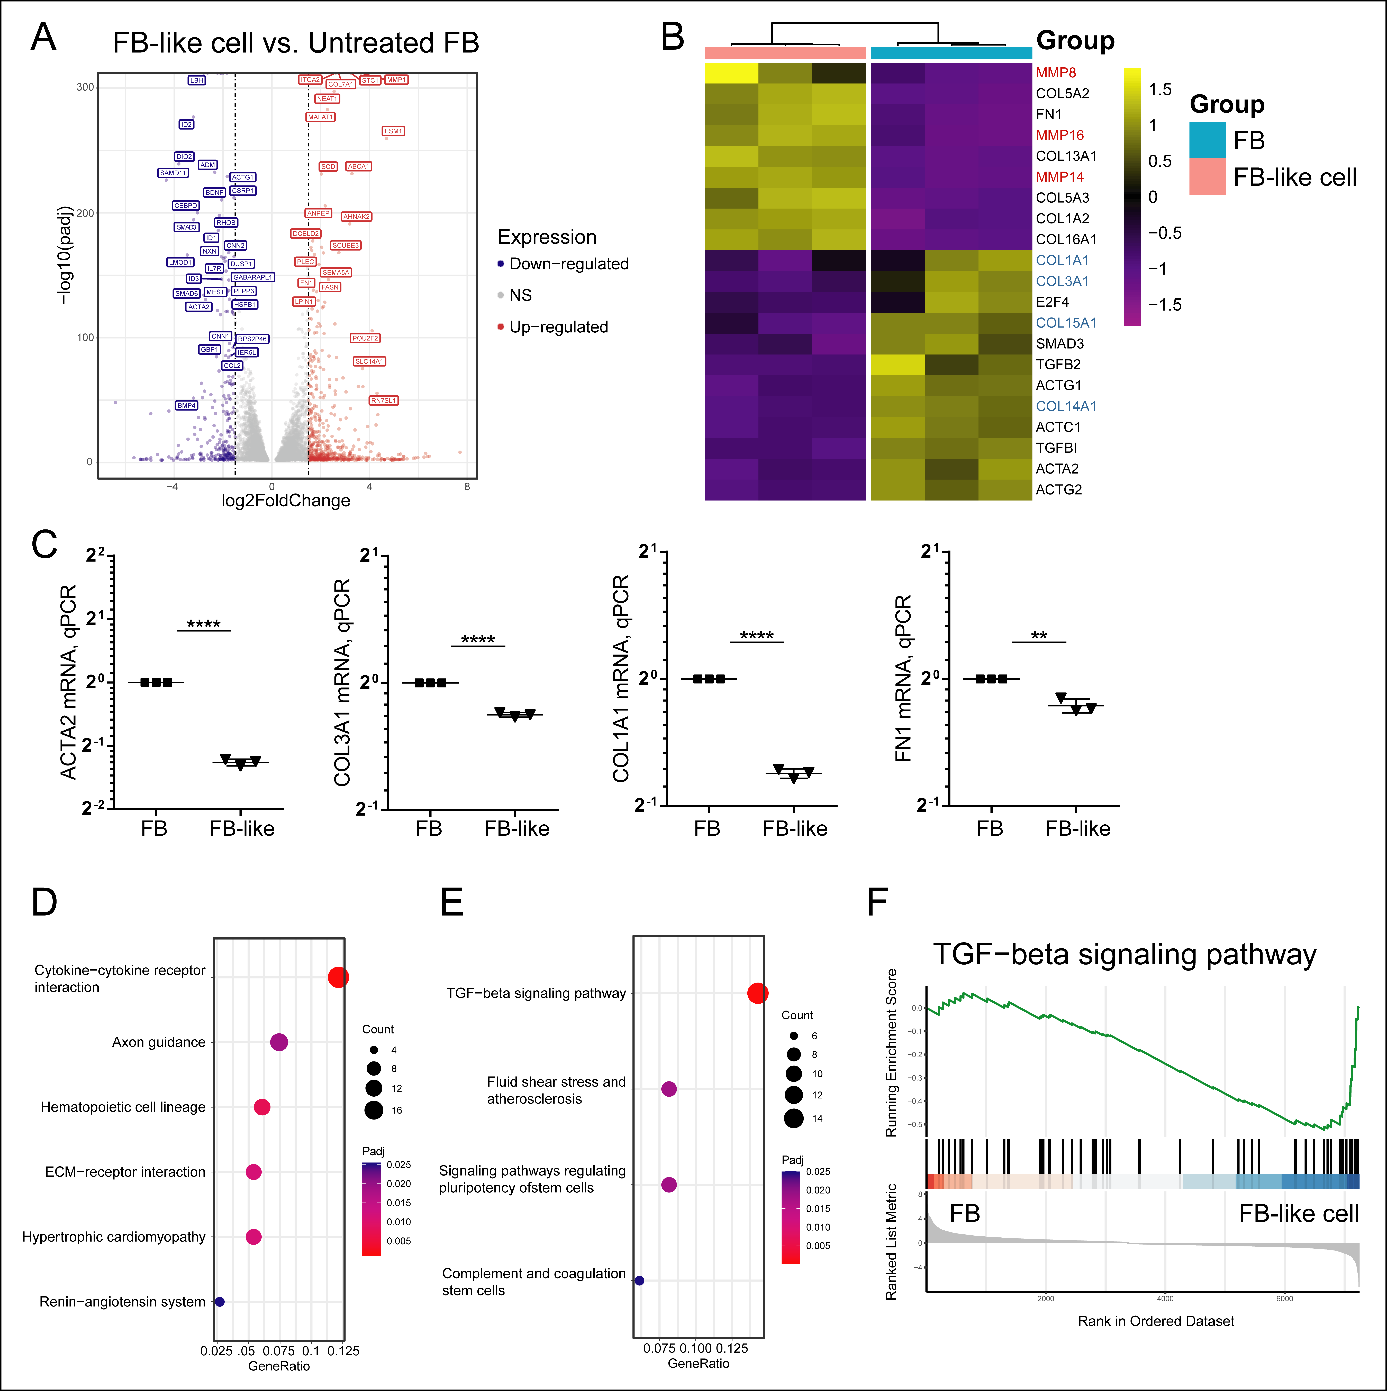
**Figure S3. Differential analysis of transcriptome signatures between FB-like cells and untreated FB**

(A) Volcano plot displaying identified DEGs in FB-like cells compared with untreated FB by log2 foldchange (x-axis) and adjusted P-value (y-axis). A total of 840 DEGs were identified (FB-like cells vs. Untreated FBs; 576 up-regulated and 264 down-regulated).

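The 21 transcripts drawn in Fig. S3B were compared between co-cultured MFB and untreated FB. In the deposited counts, 18 of them passed the thresholds, 8 higher and 10 lower in co-cultured MFB, and 18 did so adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. MMP16 (ENSG00000156103) and MMP14 (ENSG00000157227) were higher than in FB by 1.99 and 1.47 on the log2 scale, and COL13A1 (ENSG00000197467) by 1.29. MMP8 had no counts in FB and between 10 and 26 counts in the libraries of co-cultured MFB. ACTG1 and ACTG2 were lower than in FB by log2 foldchanges of -1.82 and -1.54, and TGFB2 by -3.13. COL5A2 had a log2 foldchange of -0.30, below the threshold. The transcripts went both ways, with a median log2 foldchange of -0.42 and an adjusted P-value of 0.436 for the set from limma's camera test with Benjamini-Hochberg adjustment.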

(B) Unsupervised clustering heatmap of the transcriptomic level of 21 FB/MFB-associated characteristic transcripts in FB-like cells and untreated FB.

(C) Validations of the expression of ACTA2, COL1A1, COL3A1 and FN1 in FB-like cells and untreated FB.

(D, E) KEGG annotations based on significantly up-regulated DEGs (d) and significantly down-regulated DEGs (e) in FB-like cells.

(F) Whole transcriptome-based GSEA analysis revealing a signature of inhibited TGF-β1 signaling pathway in FB-like cells.

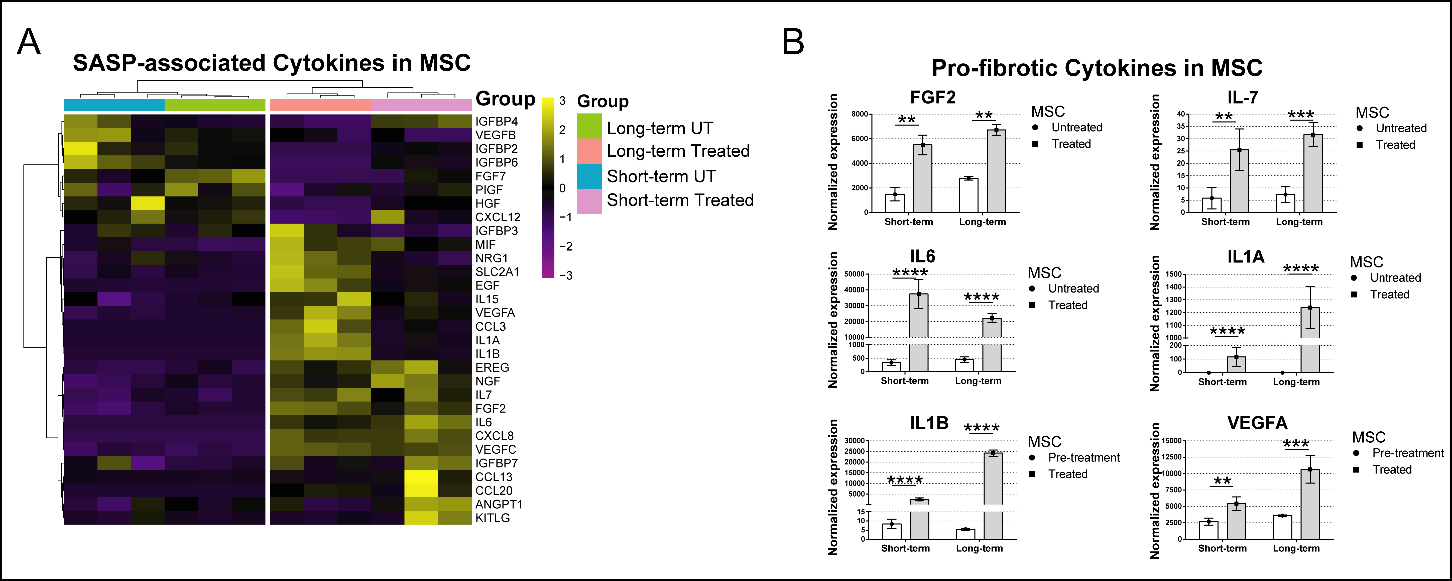
**Figure S4. Exposure to pro-inflammatory cytokines induced SASP and up-regulated expression of pro-fibrotic cytokines in normal MSCs**

(A) Normal bone marrow MSCs were short-term (48h)/long-term (14d) cultured with or without pro-inflammatory cytokines (TNF-a and IL-1b) before being subjected to RNA-seq (GSE161761). Unsupervised clustering heatmap of the transcriptomic level of 30 SASP-associated cytokines in long-term cultured untreated MSC (long-term UT), long-term cultured treated MSC (long-term treated), short-term cultured untreated MSC (short-term UT), and short-term cultured treated MSC (short-term treated).

(B) Normalized mRNA expression (FPKM) of pro-fibrotic cytokines of MSCs from each culture setting.

**Table S1. Details of included online datasets**

| Contributor (s) | Year | Cohorts | FB Samples (n=51) | Sequencing platform | GEO accession |
| --- | --- | --- | --- | --- | --- |
| Deng Z et al. | 2021 | IPF  HD | Apex lung (n=6)  Basal lung (n=6)  Apex lung (n=6)  Basal lung (n=6) | Illumina NovaSeq 6000 | GSE185492 |
| Zhu L et al. | 2021 | IPF  HD | Upper lobe (n=5)  Upper lobe (n=4) | Illumina HiSeq 4000 | GSE180415 |
| Geng Y et al. | 2019 | IPF | Invasive FB (n=9)  Non-invasive FB (n=9) | Illumina HiSeq 3000 | GSE118933 |
| Rubinstein-Achiasaf et al. | 2021 | Human primary bone marrow MSC | Short-term stimulated MSC (n=3)  Short-term untreated MSC (n=3)  Long-term stimulated MSC (n=3)  Long-term untreated MSC (n=3) | Illumina HiSeq 2500 | GSE161761 |

Abbreviations: IPF, idiopathic pulmonary fibrosis; HD, healthy donor; FB, fibroblast; GEO, gene expression omnibus; MSC, mesenchymal stem cell.

**Table S2. The primer and probe sequences for RT-qPCR assays**

| Gene | Forward（5 '-3 '） | Reverse（5 '-3 '） |
| --- | --- | --- |
| *GAPDH* | GGAGCGAGATCCCTCCAAAAT | GGCTGTTGTCATACTTCTCATGG |
| *ACTA2* | TGGCTATTCCTTCGTTACTACTGCT | CATCAGGCAACTCGTAACTCTTCTC |
| *COL1A1* | GAGGGCCAAGACGAAGACATC | CAGATCACGTCATCGCACAAC |
| *COL3A1* | GGAGCTGGCTACTTCTCGC | GGGAACATCCTCCTTCAACAG |
| *FN1* | CGGTGGCTGTCAGTCAAAG | AAACCTCGGCTTCCTCCATAA |
| *TGFB1* | CAATTCCTGGCGATACCTCAG | GCACAACTCCGGTGACATCAA |
| *TGFBR1* | GGCAGAGCTGTGAAGCCTTG | CCTAGCTGCTCCATTGGCAT |
| *SMAD2* | TCATAGCTTGGATTTACAGCCAG | TTCTACCGTGGCATTTCGGTT |
| *SMAD3* | TGGACGCAGGTTCTCCAAA | CCGGCTCGCAGTAGGTAAC |

**Table S3. Existing reports on MSC-mediated regulations on MFB**

| **Authors** | **Source of MSC** | **Disease model** | **Intervention** | **Involved pathway/signaling** | **Modulatory effects on MFB** |
| --- | --- | --- | --- | --- | --- |
| **Wang et al.** **(7)** | Rat BM-MSC | Rat AKI model with renal fibrosis | Local injection of MSCs (renal artery) | Down-regulation of TGF-β-Smad2/3 transcripts | Collagen I/II/III, fibronectin↓  Pericyte-myofibroblast transition↓  Fibrosis score↓ |
| **Qiu et al.****(4)** | Human uMSC | TGF-β1-induced renal myofibroblasts (HK-2 cell line) | In vitro administration of uMSC-exo | miRNA-335-5p binding to ADAM19 | Epi to myofibroblasts transition↓  Inflammation markers↓ |
| **Filidou et al.****(1)** | Immortalized human adipose-derived MSC (aMSC) cell line | Patient-derived pulmonary subepithelial myofibroblast | In vitro administration of aMSC-CM | - | IL-1a↓  IL-1b, IL-6, fibronectin, total collagen↑  Collagen III↓, migration rate↓ |
| **Zhang et al.(2)** | Human uMSC | Irradiation-induced human lung myofibroblast | Non-contact co-culture | Down-regulation of WNT/β-catenin transcripts | FRAT1, a-SMA↓ |
| **Li et al.****(8)** | Mouse uMSC | Streptozotocin-induced diabetic mice with renal fibrosis | Intravenous injection of uMSC and in vitro administration of uMSC-CM | Down-regulation of PI3K/Akt and MAPK signaling | Alleviated renal fibrosis  Proliferation↓  MMP2, MMP9↑ |
| **Hu et al.****(3)** | Human uMSC | TGF-β1-induced dermal myofibroblasts | In vitro administration of uMSC-exo | Down-regulation of TGF-β-Smad2/3 signaling | Collagen I/III, a-SMA, Smad2/3 and pSmad2/3↓ |
| **Basalova et al.****(5)** | Immortalized human aMSC cell line (ACS52telo) | TGF-β1-induced dermal myofibroblasts | In vitro administration of uMSC-derived extracellular vesicles | miRNA-21 and miRNA-29c associated binding | ECM↓  Contractility↓ |
| **Fang et al.****(6)** | Human uMSC | Skin-defect mouse model | Intravenous injection of MSC-derived exomes | miRNA-21, -23a, -125b, 145 associated down-regulation of TGF-β-SMAD2 signaling | Scar formation↓  a-SMA, contractility↓  TGF-β1/SAMD2 transcripts↓ |
| **Present study** | Human uMSC | TGF-β1-induced lung myofibroblasts (MRC-5 cell line) | Non-contact co-culture | Reversible down-regulation of TGF-β-SMAD2/3 signaling | a-SMA, fibronectin, collagen I/III↓  Proliferation↑, apoptosis (-)  Reversible de-differentiation of MFB into FB-like cells |

How the deposited data were processed for this re-analysis (not part of the article)

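RNA-seq libraries of MRC-5 human lung FB were analysed in 3 groups of 3 libraries: untreated FB, MFB after 48 h of 10 ng/mL TGF-β1, and co-cultured MFB after 48 h of TGF-β1 and a further 24 h in non-contact transwell co-culture with uMSC, with TGF-β1 maintained. The condition of each library was read from its label and from the paper's methods. MFB kept alone for the additional 24 h were not analysed here. Whether the untreated FB were serum-starved like the MFB is not stated in the paper. The patient-derived FB, the MSC libraries, RT-qPCR, Western blot, flow cytometry and proliferation assays were not used here.

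The authors made poly(A)-selected libraries and sequenced 150 bp read pairs, and the deposited files hold a table of counts and a table of FPKM values with 1 column per library. The deposited counts are whole numbers without normalization. The deposited FPKM values are these counts divided by a gene length and by the total count of the library, as was checked on the values. The authors' aligner, counting tool, strand setting and annotation for these libraries are not named in the paper's text. All analysis started from the deposited counts, and FPKM values were used for the means given as FPKM and for 2 alternative fits. CPM and log2 CPM were computed here from the counts.

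The count table holds 60649 lines for 60605 gene identifiers, of which 44 occur 2 times and were summed, and 56800 identifiers also have FPKM. Symbols, positions, exon GC content, exon lengths and overlaps between exons were taken from GENCODE version 44 on GRCh38. Gene lengths were recovered from counts and FPKM. Among 14661 tested genes, 14646 had a GC content and 14543 a length. SOD2 of the list of inflammation genes was not matched, and SLC9A3R2 was matched by its current symbol. The shares of exon bases that a gene has in common with other genes are given where they are large, since the strand setting of the counting is unknown.

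Between 15130274 and 23856876 reads per library were counted on genes, and 20217 to 22698 genes had at least 1 count. The 20 genes with most counts took 10.9% to 11.1% of the counts in FB, 15.3% to 16.3% in MFB and 10.2% to 10.7% in co-cultured MFB. Genes with at most 3 counts in every library of a group were treated as at the floor of the measurement, and folds against such a group are not given. No library was a copy of another. Within a group, pairs of libraries differed by more than the counting noise, most of all MFB replicate 3 from the other MFB libraries.

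Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. In the main analysis, genes were filtered by filterByExpr with default settings, libraries were scaled by TMM, and a quasi-likelihood model with a factor of 3 groups was fitted to all 9 libraries (glmQLFit and glmQLFTest). P-values were adjusted by Benjamini-Hochberg over all tested genes of a comparison. DEGs had an adjusted P-value below 0.05 and an absolute log2 foldchange of at least 0.5. Standard errors were derived from the foldchange and the test statistic and are approximate. A gene was called reversed when it was a DEG in MFB compared with FB and a DEG of the opposite direction in co-cultured MFB compared with MFB. A gene was called past both groups when it was a DEG of the same direction in co-cultured MFB against FB and against MFB. The remaining share of a gene is its log2 foldchange from FB to co-cultured MFB over that from FB to MFB. Distances between groups are Euclidean distances between mean log2 CPM with a prior count of 2.

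Genes named in the text were chosen by a rule: every gene the paper names or labels for these libraries, every gene of the lists, and for each comparison the 3 DEGs with the largest rise and the 3 with the largest fall among those with a mean of at least 100 counts. Some results for a single gene are not reported here. Genes outside this rule are said to be chosen after their values were seen. The lists were the genes drawn in Fig. 3B, 3F, 3G, 4C, 5B, 6C, 6D, 6E, 7B, 7E, 8A, S2, S3A and S3B, and lists for early TGF-β1 targets, BMP and ID targets, proliferation, sterol and fatty acid synthesis, inflammation, WNT targets, immediate early genes, hypoxia, ribosomal proteins and mitochondrial-encoded proteins. The 24 lists were tested in 3 comparisons by camera with an inter-gene correlation of 0.01, adjusted over the 72 tests, with fry as a companion. Lists, thresholds, tests and the alternatives were fixed before the data were examined, except where the closing section says otherwise.

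Alternatives changed one choice at a time: DESeq2, RLE and upper-quartile scaling, no filter or at least 10 counts in every library, limma-trend on log2 FPKM with a pseudocount of 1 or 0.1 for genes with at least 1 FPKM, fits of 6 libraries, the replicate number as a block, stricter and looser thresholds, offsets that remove a smooth trend (lowess span 0.3) on gene length or GC content from each library, and each library left out in turn. Offsets for GC content and length together were added after the data were seen. The analysis was tested on simulated data. Of 200 genes changed in simulated counts, 179 were called with the right sign, with 6 calls among the unchanged ones of 14322 tested genes. With a simulated GC trend, 4672 unchanged genes were called without offsets and 9 with GC offsets. Simulated co-cultures with a remaining share of 0.5 gave an estimate of 0.500. Co-cultures without effect, back at FB and between FB and MFB were drawn 10 times each from the fitted means and dispersions. Figures were drawn with matplotlib.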

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

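The tests of RNA without a poly(A) tail, of the MSC markers, and of ESM1 and THBD with offsets were chosen only after the result was seen, and so were the genes past both groups and the offsets for GC content and length together. The results of this part concern genes that the paper's text does not name, or numbers it does not give, where co-cultured MFB differed from the control libraries. RN7SL1, ESM1, ID1, ID2, ID3, SMAD6 and BMP4 are labelled in Fig. S3A. In all of these results, co-culture and the additional 24 h cannot be separated by design, since MFB kept alone for that time were not analysed here.

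In co-cultured MFB, 1386 genes lay past both FB and MFB, 755 higher and 631 lower than both. Of these, 914 were not DEGs in MFB against FB, 252 changed further in the direction of MFB, and 220 moved from MFB back to FB and past it. Of the 1386 genes, 1302 are in none of the gene lists taken from the paper's figures, and 813 had a mean of at least 100 counts. A co-culture that places each gene between FB and MFB gave at most 10 such genes in 10 simulations, which argues against gene-by-gene noise in the shared libraries. The simulated noise held no trend shared across genes. Offsets for GC content and length left 1458 genes past both groups, 1057 of them also without offsets, which argues against these trends as the whole cause. RLE scaling gave 1396, the farther of 2 other scalings, which argues against the choice among these scalings as the cause. Both limma fits of FPKM values gave fewer genes, 775 and 991. On the log2 scale, 349 genes were at least 1 above both groups and 268 at least 1 below both. Dilution by uMSC RNA would need 0.5 of the RNA or more for the 268 lower genes. At such a share the MSC markers of Fig. S2 would rise together if uMSC express them above the level in MFB. Their level in uMSC was not measured here. The markers went both ways against MFB, 4 higher and 4 lower (NT5E by 0.72 and ALPL by 1.14, CXCL12 by -1.43 and ANGPT1 by -1.28). Under that assumption, this argues against dilution as the source of these falls. For the higher genes, RNA of uMSC cannot be told apart from a response of the MFB. A small share is enough there, which the level of the markers in MFB would hide, and no library of uMSC was analysed here. A response to uMSC and the additional time stay open for all of these genes.

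RN7SL1 (ENSG00000276168, chromosome 14 of GRCh38, 49586580 to 49586878), the RNA of the signal recognition particle, was higher in co-cultured MFB than in FB by a log2 foldchange of 4.32. Its adjusted P-value was 8.73e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 3 co-cultured libraries lay above all 3 FB libraries. It had 78 to 150 counts in FB, 0 to 4 in MFB and 2386 to 2888 in co-cultured MFB. The foldchange against FB ranged from 4.27 to 4.50 over the alternatives with all libraries. A steady share of the reads of RPS29, whose span holds RN7SL1, is argued against as the source by the size of the change. RPS29 rose by 1.53 against MFB, and its 1108 to 2434 counts in the MFB libraries stood beside at most 4 of RN7SL1. Reads moved between copies are also argued against as the source of the rise. The CPM summed over 680 RN7SL genes was 145 to 175 in co-cultured MFB and 8.44 to 11.6 in FB. In MFB the sum was 6.90 to 8.45, and the log2 ratio of co-cultured MFB over MFB was 4.45. Moved reads stay open for the low counts of RN7SL1 in MFB, where the sum was close to that in FB. RN7SL1 has no poly(A) tail, and the libraries were poly(A)-selected. More RNA without a tail in the co-cultured libraries cannot be told apart from a change of the cells. The 13 other small RNAs tested had a median of 0.081 against MFB, with 6 higher and 3 lower, and so went both ways.

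The list of BMP and ID targets had a median log2 foldchange of -2.11 in co-cultured MFB against FB, although the paper follows TGF-β1 targets that co-culture returned towards FB. The adjusted P-value was 1.83e-07 from limma's camera test with Benjamini-Hochberg adjustment (from 2.44e-08 to 5.19e-06 over the alternatives). Of the 12 genes, 10 were lower than in FB past the thresholds, and none had a group at the floor of the counts. ID1, ID2, ID3, SMAD6 and BMP4 were lower by log2 foldchanges of -2.18, -3.20, -2.05, -2.77 and -3.19, each with all 3 libraries below those of FB. The list was already lower in MFB, by a median of -1.39 (adjusted P-value 3.47e-05 from camera with Benjamini-Hochberg adjustment), and fell by 0.72 after co-culture (adjusted P-value 0.00371 from camera with Benjamini-Hochberg adjustment). The median against FB was -1.95 with offsets for GC content and length, which argues against these trends as the whole cause. The continued TGF-β1, the additional time and a response to uMSC stay open and were not tested for this list. ID2, BAMBI, SMAD9, ATOH8, SMAD6 and ID4 had log2 foldchanges of -2.10, -1.68, -1.21, -1.09, -1.05 and -1.03 after co-culture. They are among the lower genes for which dilution by uMSC RNA is argued against above, under the assumption made there. For the smaller falls of other members dilution stays open.

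ESM1 was higher in co-cultured MFB than in FB by a log2 foldchange of 4.71, and THBD by 4.34, with adjusted P-values of 1.28e-10 and 3.82e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For both, all 3 co-cultured libraries lay above all 3 FB libraries. With offsets for GC content and length, the foldchanges were 4.82 and 4.52, which argues against these trends as the whole cause. ESM1 ranged from 4.12 to 4.93 over the alternatives with all libraries. THBD ranged from 1.94, on log2(FPKM + 1), to 4.52, with 1 to 8 counts per library in MFB. RNA of uMSC was not tested for these 2 genes by themselves and stays open, as do a response to uMSC and the additional time.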

How the results depend on the processing

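Numbers of genes, the remaining share, the distance ratio and 82 results for single genes were recomputed under alternatives that change one choice at a time. For the other named genes, the main analysis alone is given unless an alternative is stated. The alternatives were planned in advance, except the offsets for GC content and length together, the set tests with GC offsets, and all values for genes past both FB and MFB, which were chosen after the data were seen. The tests cited from other parts were chosen as said there.

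DESeq2, RLE scaling, upper-quartile scaling, fits of 6 libraries and an adjusted P-value below 0.01 kept every number of DEGs, of reversed genes and of genes past both groups within a factor of 1.5, and the remaining share and distance ratio, where they were recomputed, within 1 SD. With DESeq2, 7090 of the 7545 DEGs of MFB, 4753 of the 5190 DEGs of co-cultured MFB against MFB and 3064 of the 3333 reversed genes were the same genes with the same direction. Using the replicate number as a block also kept these numbers, with 3243 reversed genes in common. Libraries of the same replicate number were not more alike in every pair of groups. Correlations of their residuals were from 0.0236 to 0.0491 between FB and co-cultured MFB, above all others there (at most 0.0094), and from -0.121 to 0.0720 between FB and MFB, where the highest, 0.177, joined different numbers. Between MFB and co-cultured MFB they were from 0.0103 to 0.0681, with others up to 0.0313. The numbers were not read as pairs in the main analysis.

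Stricter thresholds lowered the counts by construction, with fewer genes able to pass. At an absolute log2 foldchange of at least 1, there were 3674 DEGs in MFB against FB, 1977 in co-cultured MFB against MFB, 2185 in co-cultured MFB against FB, 994 reversed genes and 617 genes past both groups. The lower genes became fewer against FB (1509 higher and 676 lower), and so did those reversed from a rise (300, with 694 from a fall). The remaining share was 0.529. Reversed genes were then 19 of the 45 for myofibril assembly, 18 of the 50 for the response to TGF-β1, 8 of the 36 for collagen fibril organization, 5 of the 29 for SMAD binding and 0 of the 38 for macroautophagy. Of the 8 genes whose foldchange the paper's text gives, 4 passed. At a minimum of 1.5, the DEGs were 1477, 874 and 1088 (790 higher and 298 lower in the last), with 346 reversed genes (94 from a rise and 252 from a fall), 277 genes past both groups and a remaining share of 0.594. Reversed genes were 8, 1, 2, 0 and 0 for the same panels, and 3 of the 8 genes passed. These counts of 0 were also 0 with the same minimum and an unadjusted P-value below 0.05. With the adjusted P-value alone, 8077 genes differed in co-cultured MFB against MFB and 7838 against FB. There were then 5683 reversed genes, 27 for macroautophagy and 29 for SMAD binding, and 2508 genes past both groups.

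The limma fit on log2(FPKM + 1) gave 4846 DEGs in MFB against FB (2033 higher and 2813 lower), 3275 against MFB (2508 higher and 767 lower) and 2862 against FB (1835 higher and 1027 lower) in co-cultured MFB. In the main analysis, the higher and lower genes were 3808 and 3737, 2954 and 2236, and 2935 and 2203. This fit gave 2141 reversed genes (421 first higher and 1720 first lower, against 1358 and 1975), 26 reversed genes for myofibril assembly, 5 for macroautophagy and 775 genes past both groups (519 higher and 256 lower, against 755 and 631). The remaining share was 0.450 and the distance ratio 0.785. With a pseudocount of 0.1 these were 0.458 and 0.825, and co-cultured MFB had 2963 higher and 1004 lower genes against MFB, with 578 and 2064 reversed genes and 672 and 319 genes past both groups. FPKM values carry no TMM scaling, and the median gene moved by 0.12 (pseudocount 1) and 0.13 (pseudocount 0.1) in co-cultured MFB against MFB relative to the main analysis, and by -0.01 in MFB against FB. RLE and upper-quartile scaling moved it by at most 0.02 in size. Whether this shift makes the whole difference was not tested.

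Removing length trends gave a remaining share of 0.471, a distance ratio of 0.901, and 6 reversed genes for macroautophagy and 12 for SMAD binding. With the replicate block in addition, these were 0.471, 6 and 12. Removing GC trends gave 2010 reversed genes (873 first higher and 1137 first lower), 25 for myofibril assembly, 5 for macroautophagy and 11 for SMAD binding, a remaining share of 0.613 and a distance ratio of 0.969, and 5 of the 8 genes passed. Of the main DEGs, 4451, 2959 and 4338 were kept in the 3 comparisons, in the order above. Removing both trends gave 1836 reversed genes, 22 for myofibril assembly, 3 for macroautophagy, 22 for the response to TGF-β1 and 9 for SMAD binding, a remaining share of 0.596 and a distance ratio of 0.991, and 5 of the 8 genes passed. The kept DEGs were 3855, 2904 and 3708. The self-test shows that these offsets take away false calls where a GC trend is technical; a biological difference that follows GC content would be taken away as well, and the cause was not tested beyond the tests given under the other observations.

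Without a filter, the remaining share was 0.525 and the distance ratio 0.905. With at least 10 counts in every library, they were 0.480 and 0.799. The distance ratio was 1.05 over the 500 genes with the largest variance and 0.727 when the distance was 1 minus the Pearson correlation. Of these measures, that over 500 genes placed co-cultured MFB farther from FB than MFB, and the others nearer. The cause was not tested. The Spearman correlation of foldchange with gene length was 0.384 in MFB against FB, -0.231 in co-cultured MFB against MFB and 0.278 against FB. Over genes with a mean of at least 100 counts, it was 0.548, -0.293 and 0.462. The cause was not tested.

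Across the 9 fits that each left out one library, DEGs ranged from 7036 to 7727 in MFB against FB, from 4412 to 5603 in co-cultured MFB against MFB and from 4748 to 5421 against FB, and reversed genes from 2683 to 3728. The remaining share ranged from 0.469 to 0.560, the distance ratio from 0.839 to 0.903 and genes past both groups from 1257 to 1407. Reversed genes ranged from 34 to 41 for myofibril assembly, 7 to 15 for macroautophagy, 33 to 39 for the response to TGF-β1, 18 to 21 for collagen fibril organization and 16 to 21 for SMAD binding. Of the 8 genes, 7 or 8 passed. The remaining share and the distance ratio moved most without MFB replicate 3, to 0.560 and 0.903.

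Of the 72 set tests, camera called 27, and fry called 63, these 27 among them. The 2 tests ask different questions, since fry does not compare a list with the other genes. With length offsets 27 were called, with GC offsets 28, with both 29 and on log2(FPKM + 1) 30, of which 24, 25, 25 and 27 were calls of the main analysis. With one library left out, from 25 to 28 were called. The call of myofibril assembly in MFB against FB was lost with length offsets, at an adjusted P-value of 0.164 from camera, and with both offsets, at 0.176 (from 0.00573 to 0.176 over the alternatives).

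Single genes gave 82 results, of which 60 kept their direction and their side of the thresholds in every refit. Of 1791 refits, 1717 kept both, 45 lost the threshold, 19 gained it and 10 had the opposite sign. SMAD2 in MFB against FB was 0.49, and -0.51 with length offsets, -0.52 with the block in addition and -0.56 with both offsets. SMAD3 in co-cultured MFB against MFB was 0.05, and -0.20 with GC offsets, -0.10 with both and -0.014 without MFB replicate 3. THY1 was 0.18, and -0.20 with GC offsets and -0.15 with both. ENG was 0.29, and -0.20 with GC offsets and -0.19 with both. The cause was not tested.

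The depth limits genes with few counts. RN7SL1 in MFB (0 to 4 counts), THBD in MFB (1 to 8), ACTC1 in co-cultured MFB (1 to 6) and NGFR in FB and MFB (0 to 3) are at or near the floor, so the size of their foldchange against these groups depends on the settings. THBD against FB ranged from 1.94 to 4.52 and ACTC1 from -6.42 to -3.13 over the alternatives that kept all libraries.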

Differences from the paper's values

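The values below compare the paper with the main analysis of the deposited counts and with the alternatives set before the data were examined; the offsets for GC content and length together were chosen only after the result was seen. The foldchanges that the paper's text gives for 8 genes are on the log2 scale. For MFB against FB, the main analysis gave 7545 DEGs against the paper's 2353, 3808 higher genes against the paper's 1164 and 3737 lower genes against the paper's 1189. At a minimum log2 foldchange of 1.5, the higher genes numbered 875, within a factor of 1.5 of the paper's value. None of the alternatives closed the gap for the lower genes (602 at 1.5 and 1792 at 1) or for all DEGs (1477 at 1.5 and 3674 at 1). With DESeq2, the tool the paper names, there were 7535 DEGs, 3835 higher and 3700 lower, and with the adjusted P-value alone, the criterion of its methods, 9881 DEGs in edgeR.

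For co-cultured MFB against MFB, the main analysis gave 2954 higher genes, against about 830 in Fig. 6A, read by eye, and 2236 lower genes, against about 540 in Fig. 6A, read by eye. A minimum of 1.5 gave 568 higher genes, within a factor of 1.5. For the lower genes, a minimum of 1 gave 716 and limma on log2(FPKM + 1) gave 767, both within that factor. The other alternatives did not close either gap. For co-cultured MFB against FB, there were 5138 DEGs against the paper's 840, 2935 higher genes against the paper's 576 and 2203 lower genes against the paper's 264. The dashed lines of Fig. S3A, read by eye, lie near a log2 foldchange of 1.5. The paper's counts for this comparison may therefore rest on a stricter threshold than that of the main analysis. A minimum of 1.5 gave 1088, 790 and 298, all within a factor of 1.5, and no other alternative did so. The main analysis gave 3333 reversed genes against the paper's 599, and none of the alternatives closed this gap, with 346 at a minimum of 1.5 and 994 at 1.

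Several directions also differ. The paper reports from RT-qPCR that SMAD3 was up-regulated in MFB and down-regulated in the FB-like cells. Its Discussion states that most of the induced transductors, SMAD2/3 named among them, were rescued. The counts come from RNA-seq, a different assay. In the counts, SMAD3 was lower in MFB than in FB, with a log2 foldchange of -0.56, and changed by 0.05 after co-culture. SMAD3 was lower in MFB in each of the alternatives, from -1.01 to -0.25. Fig. S3B draws COL1A1 lower in co-cultured MFB than in FB, and the counts gave 1.27. The same panel draws COL5A2 higher, and the counts gave -0.30. From RT-qPCR, the paper also counts TGFB1 and SMAD2 among the transcripts induced by TGF-β1. Their rises of 0.38 and 0.49 had adjusted P-values of 0.00665 and 0.000752 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and neither reached a log2 foldchange of 0.5 in the main analysis. The threshold on the adjusted P-value alone calls both. TGFB1 also passed with GC offsets (1.05), with length offsets (0.69, also with the replicate block), without MFB replicate 3 (0.53), and with both offsets (1.15), an alternative chosen after seeing the values. SMAD2 passed with upper-quartile scaling (0.51), with at least 10 counts in every library (0.52), without MFB replicate 1 (0.53) and without MFB replicate 2 (0.58). After co-culture, the falls of SMAD2 by 0.49 and of TGFB1 by 0.32 missed the minimum of 0.5. SMAD2 fell by 0.51 with DESeq2, with RLE scaling and in fits of 6 libraries, by 0.50 with upper-quartile scaling, and by up to 0.59 in 3 fits without one library, and passed in each. TGFB1 fell by 0.82 with GC offsets and by 0.84 with both offsets, and passed in both. Fig. 8A draws DCN, FMOD, SMAD6, SMAD7, BAMBI, RBX1 and TFDP1 as activated in MFB. SMAD6 and SMAD7 share a box there and cannot be read singly. In the counts all of these genes were lower in MFB than in FB, with log2 foldchanges of -0.93, -0.88, -1.72, -1.12, -1.15, -0.53 and -0.31. It draws one box for E2F4 and E2F5 as inhibited after co-culture, and the counts gave 0.33 for E2F4 and -0.15 for E2F5 in co-cultured MFB against MFB.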

Other observations

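The tests of GC trends as the whole cause of the DEGs, of MFB replicate 3 and of RNA of uMSC for the contractile genes were chosen only after the result was seen, and so were the 9 contractile genes themselves.

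For each pair of groups, the 6 libraries can be split in 10 ways. Only the real split, 1 of 10, gave as many DEGs for MFB against FB (7545), for co-cultured MFB against MFB (5190) and for co-cultured MFB against FB (5138). The largest number in another split was 1, 0 and 1. The smallest share that 10 splits allow is 0.1, so this share by itself decides nothing. In 10 simulated co-cultures without effect, at most 3 genes were called against MFB. This argues against noise drawn gene by gene as the source of the 5190 DEGs. The simulations cannot speak to trends that many genes of a library share, such as that on GC content, since none was simulated. Of 100 drawn splits of the 9 libraries into 3 groups, the real one alone, 1 of 100, gave as many reversed genes. The largest other number, 3062, came from a split that kept the MFB libraries together and mixed FB with co-cultured MFB, so this count mostly reflects that MFB differ from the other libraries. The same simulations gave at most 1 reversed gene. With the same limit, the simulations argue against chance values of single genes in the shared MFB libraries as the source of the reversed genes. A simulated co-culture that places each gene at the remaining share gave 3146.4 reversed genes on average, and one back at FB gave 6995.7.

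The foldchange of MFB against FB fell with GC content, by a slope of -0.53 per 10 points (standard error 0.0084). Within the 81 ribosomal protein genes, which share a function, the slope was -0.54 (standard error 0.101), which is consistent with a GC bias of the libraries. In co-cultured MFB against MFB, the slope was 0.39 over all genes and 0.19 within the ribosomal protein genes (standard error 0.131), so that GC bias and biology cannot be told apart for lack of precision. MFB replicate 3 differed from replicates 1 and 2 by a slope of -0.25 (standard error 0.0036), just short of 0.5 times the slope of -0.51 between the groups in mean log2 CPM. Library preparation and a stronger response to TGF-β1 in this replicate cannot be told apart, since both give such a slope. The GC trend does not account for all DEGs, as 5906 genes passed with GC offsets in MFB against FB and 3810 in co-cultured MFB against MFB, with 2010 reversed genes.

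Of 9 contractile genes, chosen after their values were seen, all 9 were lower in co-cultured MFB than in FB past the thresholds, and 4 were reversed. The log2 foldchanges against FB were -1.86 for ACTA2, -6.35 for ACTC1, -1.82 for ACTG1, -1.54 for ACTG2, -2.06 for TPM1, -3.45 for LMOD1, -1.73 for CNN1, -2.48 for MYOCD and -2.62 for ANKRD1. Under offsets for GC content and length, 9 of the 9 were still lower, which argues against these trends as the whole cause. Their median was -2.06. Dilution by RNA of uMSC would need more than 0.5 of the RNA for a fall of this size. At such a share the MSC markers would rise together if uMSC express them above the level in MFB, which was not measured here. They did not rise together, with 4 higher and 4 lower against MFB. Under that assumption, this argues against dilution as the source. A response to uMSC, the continued TGF-β1 and the additional time stay open.

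Of 28 proliferation genes, 3 were higher and 15 lower in MFB than in FB (median log2 foldchange -0.60, adjusted P-value 0.000709 from camera with Benjamini-Hochberg adjustment). After co-culture the median was 0.069 against MFB (adjusted P-value 0.699 from camera with Benjamini-Hochberg adjustment) and -0.60 against FB (adjusted P-value 7.01e-05 from camera with Benjamini-Hochberg adjustment), with 16 genes lower and 2 higher than in FB. The last median was -0.48 with offsets for GC content and length, which argues against these trends as the whole cause. The median against MFB was 0.042 without MFB replicate 3. MKI67 and CENPF, in contrast, were higher than in FB by 0.91 and 1.13, and MKI67 lost the threshold at 0.498 with the block and length offsets together. MKI67 was already higher in MFB, with 346 to 439 CPM against 201 to 246 CPM in FB. By light microscopy and CCK-8, the paper found proliferation boosted in FB-like cells compared with FB and MFB. The list was lower than in FB, but RNA of a gene list and these assays are unlike measures. The additional time was not separated from co-culture, and a difference in serum from the untreated FB also stays open.

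Of 29 genes of sterol and fatty acid synthesis, 16 were higher and 1 lower in co-cultured MFB than in FB. The medians were 0.70 in MFB against FB, 0.23 in co-cultured MFB against MFB and 0.64 against FB, with adjusted P-values of 0.0212, 0.312 and 0.000126 from camera with Benjamini-Hochberg adjustment. SCD, FASN and INSIG1 were higher than in FB by 2.04, 1.85 and 2.00. Removing GC and length trends together gave 0.51 for the last median, which argues against these trends as the whole cause. The median against MFB was 0.030 without co-cultured MFB replicate 2, 0.14 without MFB replicate 1 and 0.14 without MFB replicate 3. A biological explanation was not tested, and the additional time was not separated from co-culture. A difference in serum from the untreated FB also stays open.

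Of 81 ribosomal protein genes, 53 were lower and 1 higher in MFB than in FB. The medians were -0.87 in MFB against FB, 0.44 in co-cultured MFB against MFB and -0.30 against FB, with adjusted P-values of 1.48e-11, 4.17e-06 and 6.59e-05 from camera with Benjamini-Hochberg adjustment. With offsets for GC content and length, the median in MFB was -0.53, which argues against these trends as the whole cause. The offsets do not tell a GC bias of the libraries from biology that follows GC content. A difference in serum between FB and MFB also stays open.

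The other lists gave the following medians and adjusted P-values from camera with Benjamini-Hochberg adjustment, in the order MFB against FB, co-cultured MFB against MFB and co-cultured MFB against FB. For 13 early TGF-β1 targets, of which 7 were reversed, the medians were 0.70, -0.61 and -0.22, with adjusted P-values of 0.0314, 0.00012 and 0.567. The first was 0.0514 without FB replicate 2 (from 0.00104 to 0.0514 over the alternatives), and the last median was -0.077 without FB replicate 1 and -0.37 without FB replicate 2. For 16 genes of inflammation, they were -0.18, 0.56 and 0.26, with 0.542, 0.0608 and 0.216, and MMP1 and STC1 were higher in co-cultured MFB than in FB by 3.66 and 3.24. The list for inflammation passed against MFB without FB replicate 1 (0.0495), FB replicate 3 (0.0467) or co-cultured MFB replicate 2 (0.042), with a range from 0.042 to 0.549 over the alternatives, and its median was 0.37 without MFB replicate 3. Against FB it passed with length offsets (0.0293, median 0.45) and with both offsets (0.0357, median 0.47), with a range from 0.0293 to 0.535. In MFB its median changed sign to 0.21 with length offsets and to 0.20 with both. For 17 immediate early genes, they were -0.39, 0.31 and 0.0017, with 0.142, 0.476 and 0.733. The median of these immediate early genes against MFB was 0.64 without MFB replicate 1 and 0.58 without co-cultured MFB replicate 3, and it changed sign to -0.10 with GC offsets and to -0.097 with both offsets. That in MFB against FB changed sign to 0.23 with GC offsets and to 0.18 with both. That against FB in co-cultured MFB ranged from -0.035 to 0.067 with any 1 library left out and was -0.075 on log2(FPKM + 1). For 14 genes of hypoxia, they were -0.22, 0.37 and 0.32, with 0.466, 0.421 and 0.567. For 13 mitochondrial-encoded protein genes, they were -0.013, -0.55 and -0.42, with 0.724, 0.00682 and 0.0838, and the first median ranged from -0.040 to 0.0059 with any 1 library left out. With length offsets the list of mitochondrial-encoded proteins was called higher in MFB than in FB (median 0.36, 0.0279, with a range from 0.0279 to 0.805), and with both offsets the median was 0.28 (0.124). For the 4 MFB markers after co-culture, the median was -1.24, with 0.00112, and for the 7 genes of Fig. 3G in MFB it was 0.88, with 0.197.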
